# Impact of Heat Stress on Cellular and Transcriptional Adaptation of Mammary Epithelial Cells in Riverine Buffalo (*Bubalus Bubalis*)

**DOI:** 10.1371/journal.pone.0157237

**Published:** 2016-09-28

**Authors:** Neha Kapila, Ankita Sharma, Amit Kishore, Monika Sodhi, Pawan K. Tripathi, Ashok K. Mohanty, Manishi Mukesh

## Abstract

The present study aims to identify the heat responsive genes and biological pathways in heat stressed buffalo mammary epithelial cells (MECs). The primary mammary epithelial cells of riverine buffalo were exposed to thermal stress at 42°C for one hour. The cells were subsequently allowed to recover at 37°C and harvested at different time intervals (30 min to 48 h) along with control samples (un-stressed). In order to assess the impact of heat stress in buffalo MECs, several *in-vitro* cellular parameters (lactate dehydrogenase activity, cell proliferation assay, cellular viability, cell death and apoptosis) and transcriptional studies were conducted. The heat stress resulted in overall decrease in cell viability and cell proliferation of MECs while induction of cellular apoptosis and necrosis. The transcriptomic profile of heat stressed MECs was generated using Agilent 44 K bovine oligonucleotide array and at cutoff criteria of ≥3-or ≤3 fold change, a total of 153 genes were observed to be upregulated while 8 genes were down regulated across all time points post heat stress. The genes that were specifically up-regulated or down-regulated were identified as heat responsive genes. The upregulated genes in heat stressed MECs belonged to heat shock family *viz*., HSPA6, HSPB8, DNAJB2, HSPA1A. Along with HSPs, genes like BOLA, MRPL55, PFKFB3, PSMC2, ENDODD1, ARID5A, and SENP3 were also upregulated. Microarray data revealed that the heat responsive genes belonged to different functional classes *viz*., chaperons; immune responsive; cell proliferation and metabolism related. Gene ontology analysis revealed enrichment of several biological processes like; cellular process, metabolic process, response to stimulus, biological regulation, immune system processes and signaling. The transcriptome analysis data was further validated by RT-qPCR studies. Several *HSP* (*HSP40*, *HSP60*, *HSP70*, *HSP90*, and *HSPB1*), apoptotic (*Bax* and *Bcl2*), immune (*IL6*, *TNFα and NF-kβ*) and oxidative stress (*GPX1* and *DUSP1*) related genes showed differential expression profile at different time points post heat stress. The transcriptional data strongly indicated the induction of survival/apoptotic mechanism in heat stressed buffalo MECs. The overrepresented pathways across all time points were; electron transport chain, cytochrome P450, apoptosis, MAPK, FAS and stress induction of HSP regulation, delta Notch signaling, apoptosis modulation by HSP70, EGFR1 signaling, cytokines and inflammatory response, oxidative stress, TNF-alpha and NF- kB signaling pathway. The study thus identified several genes from different functional classes and biological pathways that could be termed as heat responsive in buffalo MEC. The responsiveness of buffalo MECs to heat stress in the present study clearly suggested its suitability as a model to understand the modulation of buffalo mammary gland expression signature in response to environmental heat load.

## Introduction

Heat stress is a significant issue for many livestock enterprises, particularly for dairy. The negative impact of heat stress on dairy animals have been well documented [1–6] that includes reduced feed intake, milk production, milk quality, fertility and increased respiratory, heart rates, panting activity, peripheral blood flow, sweating etc. These impacts can result in significant loss of income and increase in management costs. Estimated average losses resulting from heat stress for the US dairy industry were about US$900 million per annum [7]. Such apprehensions have increased even more in recent years with the increased global warming and strive of dairies to maximize milk production.

In India, dairy industry is mainly dependent on cattle and buffaloes with buffaloes contributing more than 50% of milk production in addition to draught power and meat. Depending upon the habitat and chromosome number, the domesticated water buffaloes has been classified into two main categories, namely riverine and swamp. The riverine buffaloes (2n = 50) primarily developed for milk, meat and draught purposes, are mainly found in India and countries to the west of India like Pakistan, Iran, Iraq, Egypt, Bulgaria, Italy etc. The swamp buffaloes (2n = 48) on the other hand have been primarily developed for draught purposes and are mainly found in South East Asia and China. The riverine buffalo is established as an economically important species not only in India but in many Asian and Mediterranean countries and hence its genetic improvement ranks high amongst agricultural research needs of these countries.

Of the total world buffalo population, 97.1% buffaloes are distributed predominantly in Asian countries, while only 2.9% are found in rest of the world. The largest buffalo populated countries are India, Pakistan and China, of which India and Pakistan account for almost 65% of the total world buffalo population. India is bestowed with immense richness of buffalo diversity with over 96.9 million buffaloes constituting more than half (56.8%) of the total world (170.4 million) and 58.9% of Asian (165.4 million) buffalo population, respectively [8].

The role of buffaloes as a major milk producing species is well recognized in the Indian sub-continent, especially in India and Pakistan where 92% of the world buffalo’s milk is produced. With higher total solids (protein, fat, minerals) of 18–23% as compared to 13–16% in cow milk, buffalo milk confers advantage in the preparation of cheese, curd and other dairy products [8].

Although buffaloes are well suited to hot and humid climates and muddy terrain, but they exhibit signs of great distress when exposed to direct solar radiation or while working in the sun during hot weather. It is reported that milk yield, growth rate and fertility of buffaloes get reduced during periods of high ambient temperature [9]. This is due to the fact that buffaloes absorb a great deal of solar radiations because of their dark skin and sparse coat or hair. In addition to that they possess less efficient evaporative cooling system due to their rather poor sweating ability as buffalo skin has one-sixth of the density of sweat glands than that of cattle skin. Under heat stress, buffalo’s body temperature, pulse rate, respiration rate and general discomfort increase quickly [9]. It further evokes a series of drastic changes in biological functions including decreased intake efficiency and utilization of feed; disturbances in metabolism of water, protein; and changes in energy and mineral balances, enzymatic reactions, hormonal secretions and blood metabolites. All this result in impairment of growth, reproductive as well as productive performance and hence overall well-being [10].

Even though buffaloes play a major role in sustaining the economy of India’s agriculture, still the full genetic potential of this species has not yet been well exploited, primarily due to lack of basic data on buffalo genome. The progress in the development of cattle, pig, sheep and chicken genome database continues worldwide, but similar efforts for buffalo are relatively of lesser magnitude. Previously, efforts have been made understand response of buffalo to heat stress on the basis of anatomical differences and physiological parameters; however, genetic components, gene regulatory pathways, alterations in gene expression and molecular mechanisms underlying changes in heat stress response are not well established in this species. The present scenario calls for mining of genomic data on this important genetic resource to understand about the genes, pathways and molecular mechanism of heat stress response. Microarray technology proven to be a powerful tool for the simultaneous expression analysis of thousands of genes in a tissue could be the most appropriate tool for this purpose [11].

Heat stress is an important environmental stimulus that can affect the expression of mRNA in different animal tissues or cells. Mammary gland, an important economical organ of dairy animals has always drawn attention of the scientists for over a century because of special function for milk synthesis and secretion. To understand the physiological function of mammary gland, mammary tissue cells or explants have been widely-used as *in vitro* models. However, when using tissue explants, it is inherently difficult to distinguish between primary mitogens and secondary regulators of mammary gland function and development. To circumvent most of these difficulties, emphasis has been placed on cell culture methodologies to study growth regulation, hormonal responsiveness, or biochemical properties of mammary epithelial cells [12]. Mammary epithelial cells (MECs) are responsible for converting most precursors into milk constituents and transporting them to the mammary lumen, the first line that gets affected by heat stress. As MEC are the predominant cell types in lactating mammary gland, changes in their genes expression could provide an insight of the mammary gland mechanism. Hence buffalo MECs could be an interesting *in-vitro* model to delineate the genes whose expression is significantly modulated due to heat stress challenge. To the best of our knowledge, no systematic initiative has been attempted so far to highlight the molecular mechanism or identify gene networks and molecular pathways associated with heat stress response in buffaloes using MEC. Transcriptomic adaptations of buffalo mammary epithelial cells during heat stress can be easily and efficiently identified utilizing bovine arrays. Considering the above issues, the present study was planned to generate global expression profile of buffalo MECs during normal and heat stressed state and identify molecular pathways significantly regulated in heat stressed MECs

## Material and Methods

### Buffalo MECs primary culture and heat treatment

The buffalo mammary gland tissues of approximately 5gm were obtained from a healthy adult buffalo from Gazipur abattoir 28.734190N and 77.272830E, New Delhi, India. The primary MECs were cultured using DMEM/F12, supplements and growth conditions as described earlier [13]. After several passages, 80% confluent buffalo MECs on 10th passage were distributed in collagen treated 12-wellplates (Corning, USA) in two sets with one plate assigned as control (kept at 37°C all the time) and other plate as treated (exposed to 42°C). Initially, cells were incubated at 37°C with 5% CO_2_ to stabilize the culture. Subsequently, the plate marked as treated was exposed to 42°C for one hour to simulate heat stress (HS) condition. After 1h, the cells were allowed to recover at 37°C, 5% CO_2_and harvested by trypsinization at different time points (30m, 2h, 4h, 8h, 12h, and 24h). The samples from control (CTR) plates were also trypsinized and harvested at the same time points corresponding to the treated plates. Followed by exposure to heat stress, cell viability and growth characteristics of buffalo MECs in normal and heat treated samples were determined using commonly used trypan blue dye exclusion method.

### Estimation of cellular proliferation towards heat stress to MECs

The induction and inhibition of proliferation of buffalo MECs under normal and heat stress condition in *in vitro* model was evaluated using MTT assay kit (Cayman, Ann Arbor). Cells were seeded in triplicate with a density of 5x10^3^ cells/well in 100 μl of culture medium in 96 well plates (Corning, USA) and cultured for 24–48 h at 37°C, 5% CO_2_. Cells in control plates were maintained at 37°C, 5% CO_2_ throughout the time-course, while those in treatment plates were exposed at 42°C, 5% CO_2_ for 1 h and then shifted to 37°C, 5% CO_2_. The post heat treated cells were harvested at different time points (0h, 30 m, 2h, 4h, 6h, 8h, 12h, 24h and 48h) and cell proliferation assay was performed following manufacturer’s instructions.

### Cell apoptosis detection by flow cytometry

The effect of heat stress on cell apoptosis of buffalo MECs was determined using ANNEXIN V-FITC / 7-AAD Kit (Beckman Coulter, France). Buffalo MECs were cultured, heat stressed and harvested at different time points as mentioned previously. The cell apoptosis assay was conducted as per manufacturer’s instructions. For Annexin V-FITC, the maximum fluorescence absorption and emission were recorded at wavelength of 490nm and 525nm, respectively, whereas, for 7-AAD viability dye, the maximum fluorescence absorption and emission for DNA/7-AAD complex were recorded at 543 nm and 655 nm, respectively.

### Real-time quantitative PCR (qPCR)

Total RNA extraction from MECs harvested at CTR, 30m, 2h, 4h, 8h, 12h, 24h after heat stress and cDNA synthesis was performed as described in our previous studies [13]. Primer details for all the heat shock protein and apoptotic gene family are provided as supplementary information (S1 Table). The accuracy of primer pairs was also ensured by the presence of a unique peak during the dissociation step at the end of qPCR cycle. qPCR was performed using Light Cycler 480 instrument (Roche, Germany) as described in our previous reports [13]. The data was acquired using the ‘second derivative maximum’ method as computed by the Light Cycler Software 3.5 (Roche Diagnostics) and subjected for subsequent analysis.

#### Data Normalization

In our previous study, *RPL4*, *EEF1A1*and *RPS23* were observed to be most stably expressed genes in heat stressed buffalo MEC [13] and identified as appropriate panel of reference genes for normalization of qPCR data utilizing geNorm, NormFinder and Best keeper softwares [14–16] The geometric averages of these genes were f utilized for normalization of qPCR data generated in the present study. To measure the relative changes in gene expression data, 2^**-ΔΔCT**^ method was used [17].

### Generation of microarray based gene expression data

As a first step towards One-Color Microarray-Based Gene Expression Analysis using Low Input Quick Amp Labelling kit (Agilent Technologies, Santa Clara, CA), the RNA samples (CTR, 30 m, 2h, 4h, 8h, 1h, 24 h) were labelled with T7 promoter primer (65°C for 10 min followed by incubation in ice for 5 min). cDNA was constructed from labelled RNA samples after adding cDNA master mix (5X First Strand Buffer, 0.1 M DTT, 10 mM dNTP mix and Affinity Script RNase Block Mix) followed by incubation at 40°C for 2 h, 70°C for 15 min and final incubation on ice for 5 min. The cRNA synthesis and amplification was performed by adding transcription master mix (5X Transcription Buffer, 0.1 M DTT, NTP mix, T7 RNA Polymerase Blend and Cyanine 3-CTP) followed by incubation at 40°C for 2 h. The amplified labelled cRNA was purified (RNeasy mini column kit, Qiagen, Germany), quantified {μgcRNA yield = (Concentration of cRNA) x 30 μL (elution volume)/ 1000} and checked for specific activity {pmol Cy3 per μg cRNA = (Concentration of Cy3/ Concentration of cRNA) x 1000}. All the samples exhibited yield and specific activity values higher than the minimum value of 1.65 and 6, respectively using four pack microarray format. For hybridization, 1.65 μg of linearly amplified and cyanine 3-labeledcRNA were fragmented using fragmentation mix (10X Blocking Agent and 25X Fragmentation Buffer) and incubated at 60°C for exactly 30 min. The fragmented RNA samples were immediately transferred on ice for one minute and 55μl of 2x GEx Hybridization Buffer HI-RPM was added to stop the fragmentation reaction. The fragmented samples (110μl volume) were loaded to the array placed in slide chamber. The assembled slide chamber placed in rotisserie was put in a hybridization oven set to rotate at 10 rpm and 65°C. The hybridization was allowed for 17 hours. Followed by hybridization, microarray slide was disassembled in GE wash buffer 1 (pre warm overnight at 37°C) containing Triton X-102 (0.005%),washed with fresh GE wash buffer 1 for 1 min followed by second wash with GE Wash Buffer 2 for 5 min at room temperature. The slide was dried and scanned immediately.

#### Scanning, data acquisition and data analysis

Immediately after washing, the slides were scanned on GenePix-4000B (Molecular Device) microarray scanner using one colour scan setting with 5μm resolution at wavelength of 532 nm (Cy3). After scanning, the images were collected as 16 bit images and finally stored as tif image files. These files were further subjected to feature extraction using Agilent Feature Extractor Software Version 9.5 (Agilent Technologies) software. GeneSpring GX 12.6 (Agilent technologies) was used to perform the analysis of raw data obtained from feature extraction software. The data was normalized to the 75^th^ percentile. The microarray analysis workflow employed in the present study consisted of following steps *viz*., loading of raw data into GeneSpring software, normalization of microarray data, quality check of microarray data, filtration of probe sets, identification of differentially expressed genes based on fold change criteria, classification/clustering of genes, gene ontology enrichment analysis and pathway analysis.

## Results and Discussion

### Establishment of primary culture of buffalo MECs

The primary culture of buffalo mammary epithelial cells was achieved following enzymatic digestion of buffalo mammary tissue. In the initial stage heterogeneous population of epithelial and fibroblast-like cells was observed (Fig 1A) &that was further purified using selective trypsinization procedure. Being more sensitive to trypsin treatment as compared to MECs, fibroblasts cells were removed and homogeneous population of mammary epithelial cells was obtained. On microscopic evaluation the cells showed normal characteristics of MECs (Fig 1B–1E). Upon reaching the confluence stage (5–6 days after seeding), the cells formed a monolayer & aggregated to form typical cobble stone morphology of MECs (Fig 1C). During the post confluence period, a number of floating dead cells were observed indicating the occurrence of contact inhibition (Fig 1F) The MECs were passaged up to 10 times during continuous sub culturing. Following the similar methodology, primary MEC culture has been established in different livestock species [18–22] and in bovines, established MEC line has also been used to study the effect of heat stress *in vitro* [12, 23–26].

**Fig 1:**
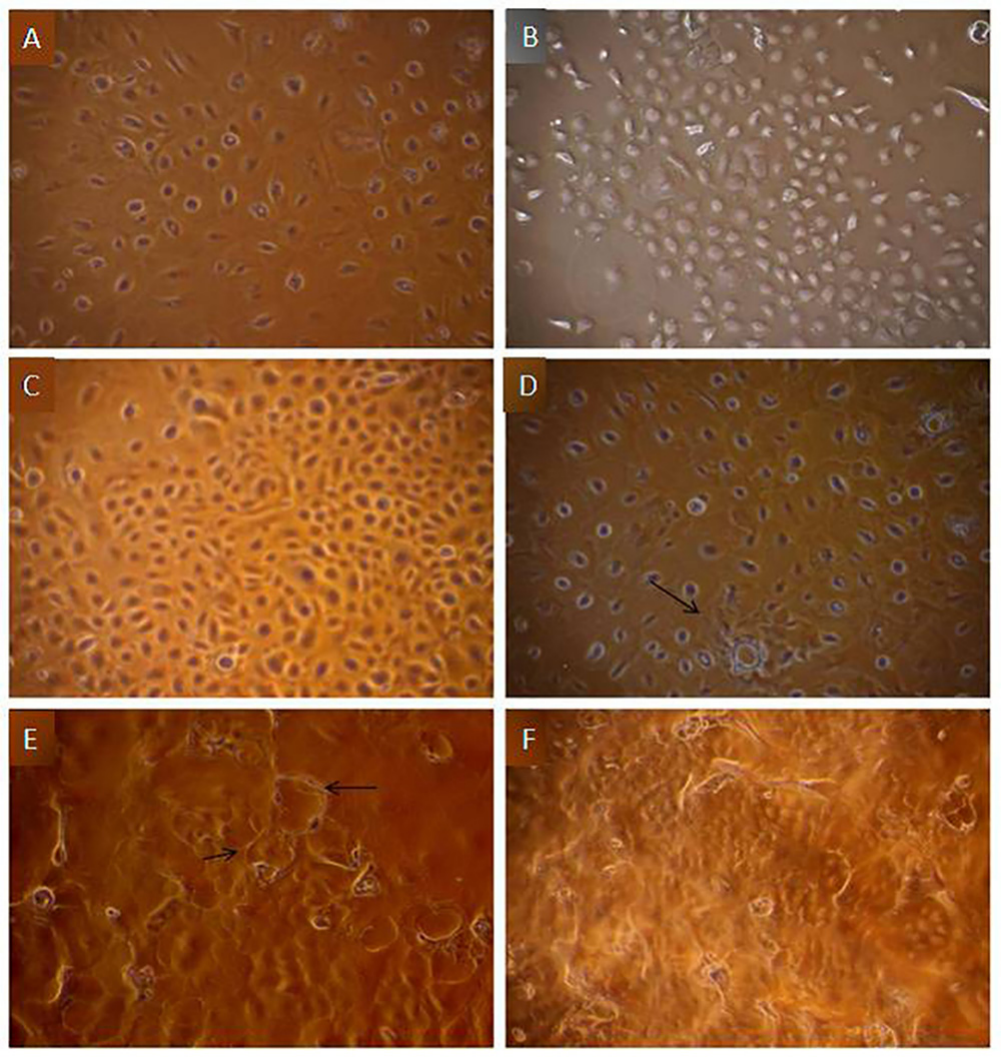
Phase-contrast images of buffalo MECs culture. A) Mixed population of epithelial and fibroblast cells, B) Formation of islands by purified MECs, at low density seeding, C) Cobble stone morphology shown by confluent MECs, D) Post confluent stage of MECs forming dome structures (arrow), E) MECs from passage 5 forming papillate structures, F) Floating dead cells due to occurrence of contact inhibition during post confluency stage.

#### Immunofluorescent staining for assessing purity of cultured MECs

Purity of mammary epithelial cells was ensured by evaluating the expression of cytokeratin 18 and vimentin proteins using immune fluorescence staining. The anti-cytokeratin 18 antibody detects the expression of cytokeratins, known to be specific to epithelial cells whereas anti-vimentin antibody detects vimentin specific to fibroblast cells. The staining with anti- cytokeratin 18 antibody revealed strong signals indicating that high percentage of cells are of epithelial lineage (Fig 2A & 2B). Although, few cells were stained with anti-vimentin, but the signals were week (Fig 2C & 2D) with staining restricted mainly to the peripheral portion of the cytoplasm. It might be attributed to the presence of networks of intermediate filaments, important for cell to cell communication & polarity [20]. The immuno staining pattern with homogeneity and strong signal for cytokeratin 18, provided the evidence that the buffalo primary culture established in the present study mainly consisted of MECs with no or very little contamination of fibroblast cells. Our findings are in accordance with other reports across species, wherein it is reported that expression of cytoskeleton is specific for epithelial cells [19–20, 22, 27–32].

**Fig 2:**
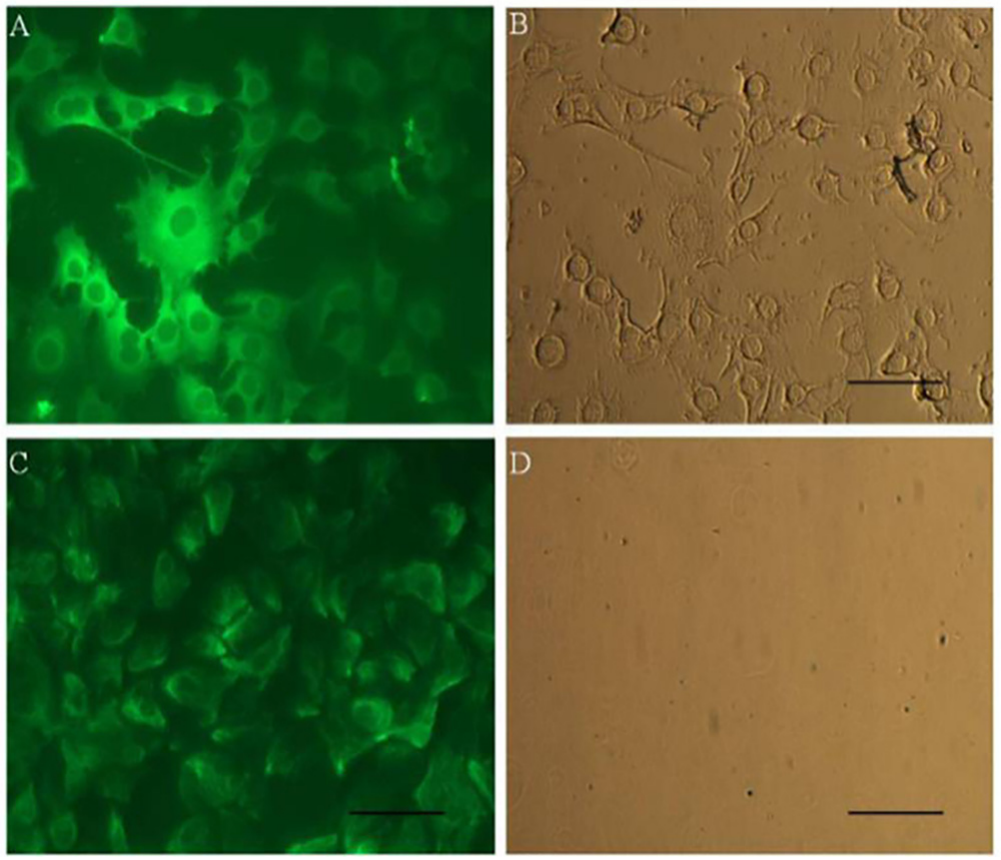
Immunocytostaining for expression of cytoskeletal markers in buffalo MECs A) Fluorescent image of Cytokeratin 18 showing intermediate filaments running in bundles with interconnections between cells, B) Light image of Cytokeratin 18, C) Fluorescent image of buffalo MECs stained for Vimentin showing filament degradation, D) Light image of Vimentin.

### Effect of heat stress on cell viability, proliferation, cytotoxicity and cellular apoptosis

In order to assess the effect of heat stress on MECs, cell viability & growth parameters were recorded using trypan blue dye, MTT assay & flow cytometric analysis. The cell viability estimation by trypan blue exclusion method showed decreased cell number and viability in heat stressed cells across different time points post heat stress (30 m, 2 h, 4 h, 6 h, 8 h, 12 h, 24 h & 48 h) whereas the unstressed (control) cells maintained at 37°C did not show reduction in cell viability (Fig 3). A decrease in cell viability was recorded immediately (30 m) after heat treatment and it remained significantly low up to 8 h of recovery phase. Thereafter, the cell viability increased during later stages of recovery (>12 h). The low percentage of viable cells observed immediately after the heat stress might be attributed to the adverse effect of heat stress on cell membrane structure or/and to cell necrosis or impairment of cell growth, while the recovery in cell viability during the later stages, could be attributed to the restoration of cell survival mechanism by mammary cells. The non-linear response of the cell viability to heat stress observed in the present study is in accordance with other studies where similar response of the cell viability to heat stress in different *in vitro* cell culture models was examined [23, 33–37].

**Fig 3:**
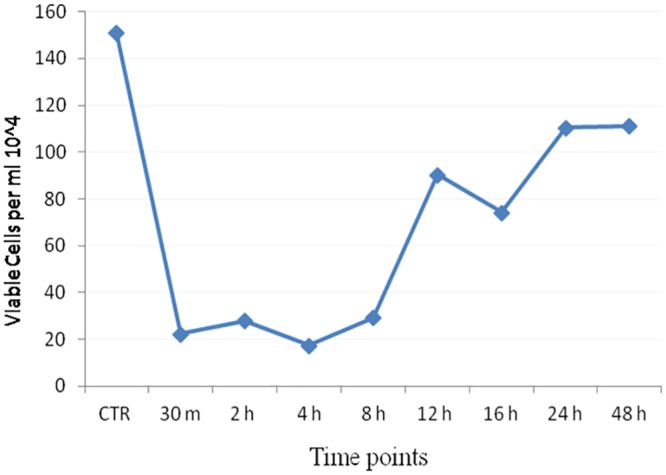
Cell viability pattern in heat stressed buffalo MECs using trypan blue dye exclusion method. CTR-unstressed (control) MECs.

Further, the effect of heat stress on cell viability & proliferation of MECs was also determined using MTT based assay. The heat stressed MECs(exposed to 42°C for 1 hour) had significantly lower cell viability than unstressed (control) cells. There was significant reduction in cell proliferation immediately after the heat stress & remained low throughout the time course (Fig 4). The lower formazan crystal formation in damaged cells indicated loss of cell proliferation efficiency in post heat stress samples as compared to unstressed cells. Hence decrease in cell proliferation efficiency in heat stressed buffalo MEC might be due to loss of plasma membrane potential. Similar observation has been reported in bovine MECs where thermal stress inhibits the proliferation rate [12, 24,36,38].

**Fig 4:**
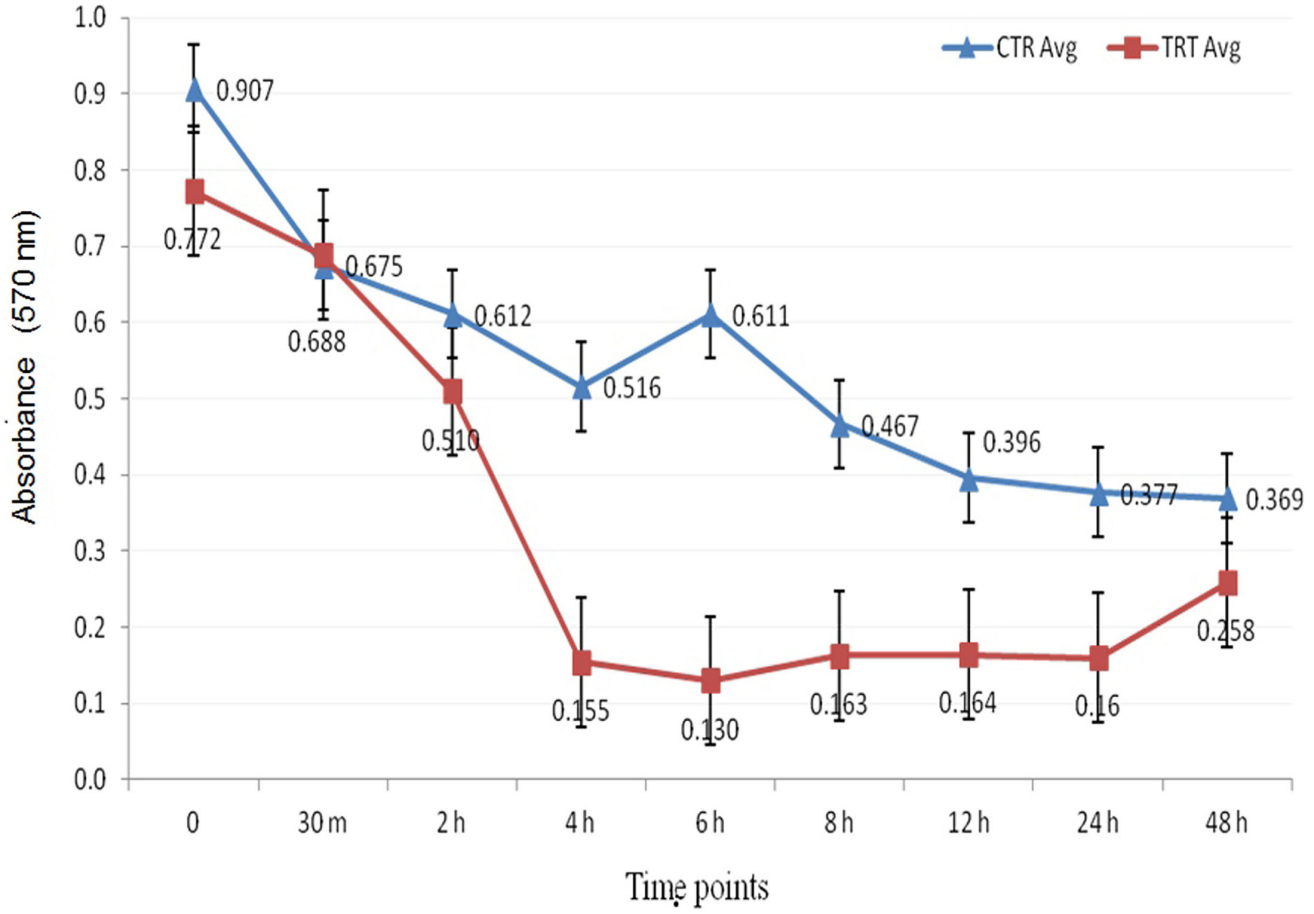
Evaluation of cellular proliferation in unstressed (control) and heat stressed buffalo MECs using MTT assay. CTR-unstressed (control); TRT- heat stress treated MECs.

To check the impact of heat stress on induction of apoptosis or programmed cell death in buffalo MECs, flow cytometric analysis was carried out at various time points of recovery phase post heat stress. The annexinV-FITC /7-AAD dyes were used to detremine the percentage of apoptotic and dead cells. The analysis yielded three different types of cell populations; viable cells with no staining, early apoptotic cells stained positive with annexin-V-FITC dye and late apoptotic/ dead cells stained with both annexin-V-FITC as well as 7-AAD dyes. The cells detected by annexin-V-FITC appearedto be undergoing an early apoptotic process whereas the cells stained with 7-AAD reflected damaged plasma membrane. At 30 min of recovery phase, 5.21% of cells were found to be annexin-V positive suggesting immidiate induction of apoptosis after heat stress. The percentage of MEC undergoing early apoptosis showed progressive increase with increase in time period post heat stress. The percentage of early apoptotic and apoptotic cells was maximum at 24 h post stress with values of 6.79% and 12.95%, respectively. Similarly, the proportion of dead cells also increased with increase in time interval post heat stress (Figs 5 and 6).

**Fig 5:**
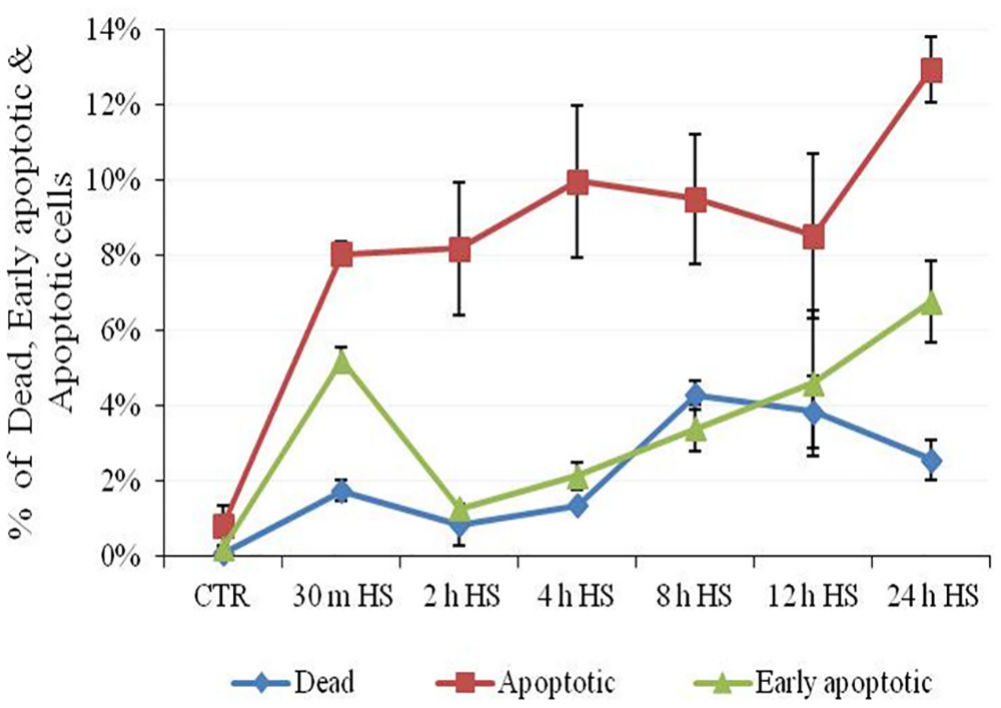
Proportions of early apoptotic, apoptotic and dead cells in unstressed (CTR) and heat stressed treated (TRT) buffalo MECs during recovery period after heat stress.

**Fig 6:**
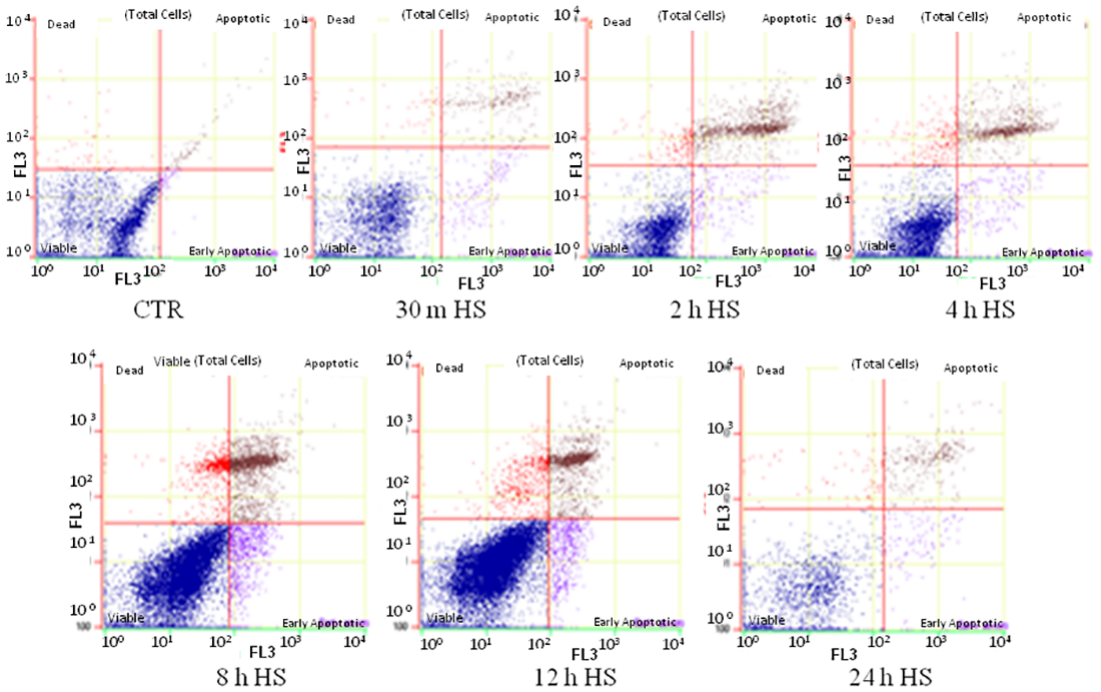
Evaluation of cellular apoptosis based on flow cytometric analysis in unstressed (CTR) and heat stressed (HS) buffalo MECs using Annexin FITC/7-AAD dyes. For each graph, the quadrants display distribution of viable (bottom left), early apoptotic (bottom right), apoptotic (upper right) and dead (upper left) cells.

Based on present analysis and those reported by other workers [24, 26, 36, and 38] it could be suggested that activation of apoptotic pathway during heat stress could be the major cause of cell death.

### mRNA expression profile of heat shock proteins (HSPs)

The expression pattern of heat shock protein genes (HSPs) showed immediate increase in mRNA level of all the analyzed HSPs in response to *in vitro* heat stress. Each member of the studied molecular chaperons (*HSP27*, *HSP40*, *HSP70*, *HSP60*, and *HSP90*) responded well within 30 min. Most of them showed maximum increase in mRNA expression at 2h-4h,remained elevated till 12h post heat stress and eventually (16h-48h post heat stress) declined to the level of unstressed MECs (S1 Fig). The increase in expression of HSP genes suggested the responsiveness of buffalo MECs to heat stress *in vitro*. The five major heat shock protein genes were selected for analysis as these are the molecular chaperons that ensures the correct protein folding and apoptosis regulation during physiological stressful conditions [39]. Amongst all HSPs, *HSP70* was identified as the most predominant form of transcripts induced in buffalo MECs due to heat stress. The early induction of chaperone activity in buffalo MECs suggested the induction of thermoregulatory mechanism during early stages of cellular response to heat stress. Our findings are in accordance with previous studies conducted across different cell types where it was reported that heat shock remarkably impacts induction of HSP genes; reduction of cellular growth and heat tolerance ability of MECs; and down-regulation of genes associated with cellular metabolism and secretion of milk protein [23,39–43].

#### mRNA expression profile of apoptotic genes

The mRNA expression of two genes related to apoptotic pathway, anti-apoptotic (*BCL2*) and pro-apoptotic (*BAX*) were measured in heat stressed MECs. The results showed that the amount of *BAX* mRNA, which is known as apoptotic activator increased immediately (30m) and continued to increase even till48 h of recovery period after heat stress (S2 Fig). Its expression was highest at 48h time point with 3.439 fold greater followed by 24h time point with 2.25 fold greater than unstressed (control) MECs. Conversely, anti-apoptotic gene (*BCL*2) showed decreased expression up to 24h (0.638 fold) before being recovered close to basal level at 48h (1.037) of heat stress (S2 Fig). The *BAX/BCL2*expression ratio was highest (3.316 fold) after 48h of heat stress, indicating high rate of apoptosis. The expression kinetics of *BAX* and *BCL2* genes strongly indicate the occurrence of heat stress induced apoptosis in the buffalo MECs. The results were in accordance with flow cytometric based apoptotic data showing highest cell death and apoptosis during late time points recovery stages of post heat stress. Several studies have suggested that pro-apoptotic genes like *BAX* accelerates programmed cell death by binding to, and antagonizing the apoptosis repressor *BCL2* gene. This gene interacts with components of permeability transition pore (PTP) protein complex of mitochondria that consists of the voltage-dependent anion channel in the outer mitochondrial membrane and adenine nucleotide translocase in the inner mitochondrial membrane. Under stress conditions, the interaction of *BAX* gene with PTP causes the formation of large pore due to conformational changes resulting in the release of cytochrome *c* and other pro-apoptotic genes that trigger apoptosis. On the other hand, *BCL2* gene prevents the opening of PTP and also encodes an integral outer mitochondrial membrane protein that blocks the apoptotic death. The observed expression profile of *BAX* and *BCL2* genes strongly suggests that heat stress induces cell apoptosis by triggering perturbation of mitochondrial function. Based on our data and information available in the literature, it could be stated that mitochondrial functioning is key to regulate apoptosis and cell death in buffalo MECs during heat stress. During heat stress, pro-apoptotic signals trigger a change in mitochondrial permeability which results in release of mitochondrial proteins into the cytoplasm that might be crucial for apoptosis. In line with our study, few others have also shown induction of cellular apoptosis in different cell lines on heat shock treatment [24, 44].

### Analysis of microarray data for identifying differentially expressed genes

In this study, an attempt was made to obtain a global picture of *in vitro* heat stress response by investigating transcriptome profile of mammary epithelial cells of buffaloes. 

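RNA from unstressed buffalo MECs (CTR) and from MECs harvested 30 min, 2 h, 4 h, 8 h, 12 h, 16 h and 24 h after 1 h at 42 °C was labelled with Cy3 and hybridised to 8 bovine arrays, 1 array per condition. With 1 array per condition there is no replicate check, and no p-value is given. The number of arrays limits the precision of every value. Each array held 43653 probes outside the control spots. The authors read the intensity of each spot with Feature Extraction 9.5.3.1, which corrects spatial trends within an array and gives all spots not above the noise 1 shared value per array. These intensities were deposited without scaling between arrays. Here the log2 intensity minus the 75th percentile of its array was used, spots of 1 probe were averaged, and spots with an outlier mark were left out. A change is the difference of this value from CTR. The paper harvested control cells at each time point, but the labels give 1 CTR array and no harvest time for it. Time in culture could therefore not be matched. Probes well above background made up 26.5% in CTR, 17.7% at 30 min, 40.2% at 2 h, 37.6% at 4 h, 27.8% at 8 h, 33.4% at 12 h, 25.5% at 16 h and 23.2% at 24 h. Where a single gene's probe was not well above background on 1 of the arrays compared, its fold is a bound. The dim array was then set to the higher of the probe's own value and the lowest value among probes well above background on that array, and the bound is written as at least N-fold. No bound is given for probes in or at the edge of a dark region of the CTR array, where bright probes read too low. The arrays lay on 2 slides. CTR, 8 h, 12 h and 24 h shared slide 1, and 30 min, 2 h, 4 h and 16 h shared slide 2, so that for the latter time points the slide and the heat stress cannot be told apart. The authors also deposited log2 values for the same arrays, centred on the median of each probe over the 8 arrays. The 30 min scanner intensities departed from these values over the whole array. In the upper rows they were shifted by a median of 2.86 (log2) and in the lowest rows by -3.05, and in the lower part they also lost the order of the probes. For single genes and gene lists the 30 min change was therefore taken from the deposited log2 values, a choice made after the data were seen. Counts of probes used the scanner intensities of all 8 arrays, so the counts at 30 min carry this shift. Sets of probes well above background on all 8 arrays used the 30 min scanner flags, so their choice is affected too.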

The Agilent 44K bovine oligonucleotide array which contain ~20,000 probe sets was employed to characterize the gene expression changes in buffalo MEC in response to heat stress. RNA electropherogram profile using bio analyzer (S3 and S4 Figs) revealed that all samples are of good quality and intact. To ensure success in microarray hybridization, the yield and specific activity of Cy3-labeled complementary RNA (cRNA) was measured in terms of cyanine 3 dye concentration (pmol/μL), RNA absorbance ratio (260 nm/280 nm) and cRNA concentration (ng/μL). The concentration of cRNA (ng/μL) was used to determine the μgcRNA yield and concentrations of cRNA (ng/μL) and cyanine 3 (pmol/μL) was used to determine the specific activity In all the MEC samples (CTR, 30 min, 2 h, 4 h, 8 h,1 2h, 16 h and 24 h), the yield of cRNA was >1.65 μg and the specific activity was >9.0 pmol Cy3 per μgcRNA, indicating the good quality of cRNA that was obtained for all the samples.

Out of 40,000 probes in Agilent bovine genome array, we obtained a total of 24573 which passed the expression filter as per the criteria mentioned. 

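The results text does not give the rule of the expression filter. The legend of S5 Fig names the 20th to 100th percentile for a normalization and not for a filter, and this range was taken here as the rule. All 43653 probes lay at or above the 20th percentile of an array at least once, because the 20th percentile of each array equalled the value shared by its spots not above the noise. On all 8 arrays 42078 probes did so, and the others had a spot with an outlier mark on some array. The number well above background on at least 1 array was 20001. The rule that moved the number most was well above background on all 8 arrays, which 3662 probes met. Strictly above the 20th percentile, a rule set after the data were seen, were 32345 probes on at least 1 array and 7087 on all 8.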

Box whisker plot showing distribution of normalized intensity values is presented in S5 Fig. In order to identify differentially expressed genes (DEG), fold change values were generated by subtracting the intensity of unstressed cells (CTR) from those at 30 min, 2 h, 4 h, 8 h, 12 h, 16 h, 24 h heat-treated cells and selected the genes showing at least 3-fold up- or down- regulation at all-time points of heat treatment. The line plot showing transcriptional pattern of DEG filtered at 3-fold cutoff criteria is depicted in S6 Fig. In comparison to unstressed (CTR), the line plot showed lot of variation in transcript pattern during the early time points (30 min, 2 h, 4 h) post heat stress.

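The median change of all probes from CTR was -1.52 (log2) at 2 h, -1.53 at 4 h, -0.17 at 8 h, -0.84 at 12 h, 0.12 at 16 h and 0.43 at 24 h. In the 30 min scanner intensities it was 1.34. Probes at the shared value of spots not above the noise made up 53.5% in CTR, 42.8% at 2 h and 47.7% at 4 h, and a probe at this value on both arrays carries the difference between the shared values as its change. The SD between spots of 1 bright probe was 0.25 (log2) in CTR, 0.25 at 2 h, 0.29 at 4 h, 0.49 at 16 h and 1.77 in the 30 min scanner intensities, and it covers the spread within an array and not between cultures.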

The fold change data waslog_2_ transformed and selected for further data analysis. 

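Among all probes, 42534 changed at least 2-fold from CTR at 1 or more time points. With the cutoff read as a log2 change of 2, 17707 probes passed. Summed over the 7 time points in place of counting each probe once, the number was 114957.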

At the cutoff criteria of signed fold change ≥2-or ≤2, a total of 19970 differentially expressed transcripts between unstressed and stressed (all studied time points post stress: 30 min, 2h, 4h, 8h, 12h, 16h, 24h) MECs. At the cutoff criteria of signed fold change ≥3-or ≤3, a total of 15286 DEG was observed across different time points post heat stress. 

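With each probe counted once, 37186 probes passed 3-fold at 1 or more time points, and 8529 passed a log2 change of 3.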

The number of DEG at different fold change criteria (2, 3, 5, 10-fold) is presented in Fig 7. 

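A 5-fold change was passed by 14406 probes and a 10-fold change by 6558 probes. As log2 values, the same cutoffs were passed by 2043 and 31 probes.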

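At 30 min, 10396 probes were 3-fold higher and 4431 were 3-fold lower than CTR in the scanner intensities, and 2532 and 3865 in the deposited log2 values. The numbers higher and lower were 2387 and 21487 at 2 h, 1533 and 3711 at 4 h, 960 and 486 at 8 h, 903 and 797 at 12 h, 2337 and 2041 at 16 h, and 883 and 479 at 24 h. Of the lower probes at 2 h, 20187 (93.95%) were not well above background on either array. The same held for 2874 of the lower probes at 4 h, 344 at 8 h, 690 at 12 h, 601 at 16 h and 113 at 24 h. Of the alternatives, a log2 change of 3 moved the number of lower probes at 2 h most, to 610. With positions inside dark patches of the arrays left out, a choice made after the data were seen, 321 probes were higher at 8 h, 233 at 12 h and 267 at 24 h.

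**Figure D1:**
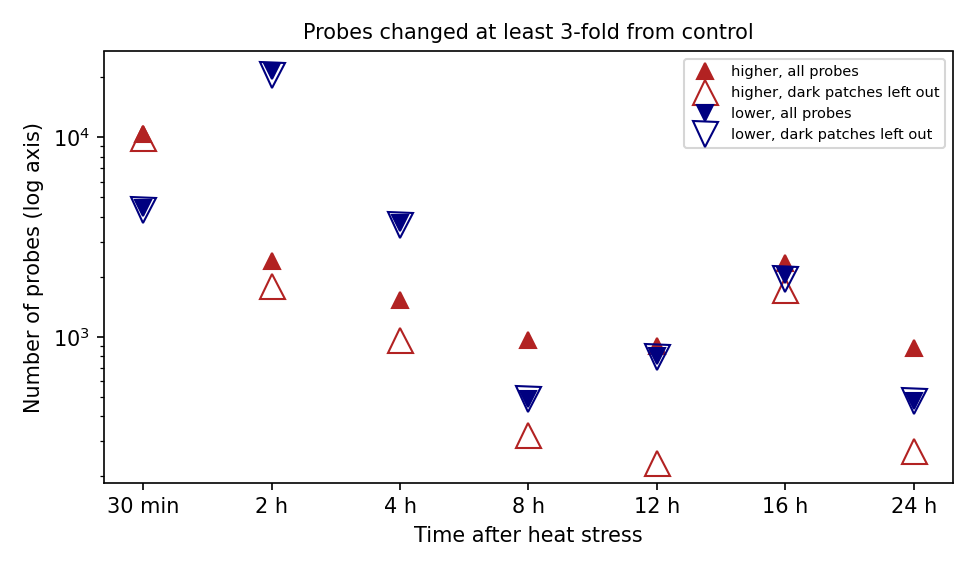
Number of probes at least 3-fold higher or lower than CTR at each time point, on a log axis, for all probes and with positions inside dark patches left out. The lower probes reach 21487 at 2 h, and at 8 h, 12 h and 24 h the higher probes fall when the dark patches are left out.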

Pair wise comparison with CTR at 3 fold change revealed; 2741 DEG (805/1936 induced/repressed) at 30 min, 3137 DEG (720/2417) at 2h, 2645 DEG at 4h (439/2206), 564 DEG at 8h (399/165), 697 DEG at 12h (377/320), 1769 DEG at 16h (759/1010) and 541 DEG at 24h (385/156) (Fig 8).

**Fig 7:**
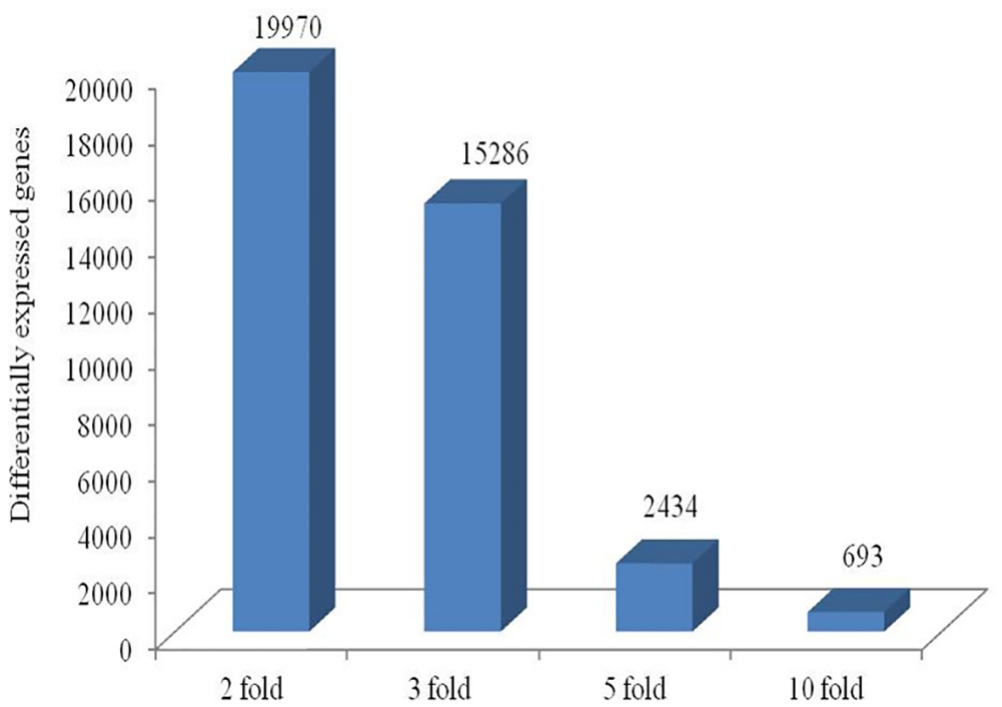
Bar graph showing differentially expressed genes after heat stress in buffalo MECs at different fold change (2, 3, 5 and 10).

**Fig 8:**
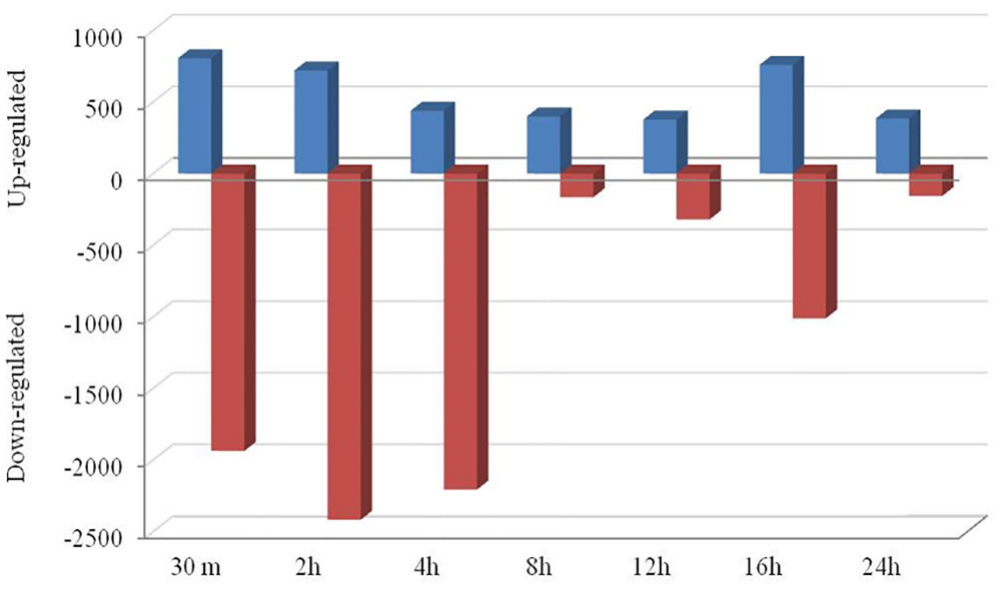
Bar graph showing up- and down-regulated genes at each time point (Fold change 3) in heat stressed buffalo MECs.

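Of the probes passing 3-fold, the share higher than CTR was 70.1% at 30 min, 10.0% at 2 h, 29.2% at 4 h, 66.4% at 8 h, 53.1% at 12 h, 53.4% at 16 h and 64.8% at 24 h. The side of 50% on which a share lay depended on the setting. The median in place of the 75th percentile gave 38.4% at 30 min, 68.3% at 2 h, 87.7% at 4 h, 46.3% at 16 h and 33.7% at 24 h. Quantile normalization gave 57.7% at 2 h, 56.4% at 4 h and 50.0% at 16 h. Normexp background correction gave 71.3% at 2 h and 49.5% at 24 h. A common floor gave 62.7% at 2 h and 63.9% at 4 h. A log2 change of 3 gave 60.7% at 2 h and 54.3% at 4 h. Only probes well above background on at least 1 of the 8 arrays gave 50.8% at 2 h and 51.3% at 4 h. The 75th percentile over probes well above background on all 8 arrays gave 9.64% at 30 min. Distinct gene names gave 48.8% at 12 h. The deposited log2 values gave 39.6% at 30 min. Chosen after the data were seen, dark patches left out gave 39.8% at 8 h, 22.8% at 12 h, 46.8% at 16 h and 35.9% at 24 h, and the deposited log2 values and distinct gene names gave 37.1% at 30 min and 48.8% at 12 h. Among the 3662 probes well above background on every array, 275 were lower at 2 h, 165 at 4 h and 237 at 16 h, against 0 at 8 h, 11 at 12 h and 10 at 24 h. At 30 min 49 of them were lower in the scanner intensities and 271 in the deposited log2 values.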

In addition, the Venn analysis showed distribution of genes at 3 fold change and identified list of DEG that were commonly upregulated (153) and down regulated (8) across all time points post heat stress (Fig 9). These genes whose transcriptional pattern changed due to heat stress across all time points were termed as heat responsive genes. 

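At all 7 time points, 165 probes were 3-fold higher and 4 were 3-fold lower than CTR. Higher and lower, these numbers moved to 418 and 18 in the deposited log2 values, 44 and 0 among probes well above background on all 8 arrays, 90 and 0 after normexp background correction, 60 and 2 with a common floor, 38 and 0 with a log2 change of 3 and 42 and 1 for distinct gene names. Without the 30 min array, a choice made after the data were seen, 431 were higher and 17 lower at the other 6. All 7 comparisons used the same CTR array. In 20 simulations of unchanged arrays against 1 shared control, a mean of 0.9 probes was higher and 1 was lower at all 7. The noise simulated (median SD 0.24, log2) was the larger of the spread between spots and that between the 8 h and 24 h arrays, which share a slide, so it covers neither differences between slides nor array defects. With another array in the place of CTR, the number of probes higher in all 7 comparisons was 3316 for 30 min, 147 for 2 h, 84 for 4 h, 3 for 8 h, 2 for 12 h, 257 for 16 h and 24 for 24 h. Of the 165 common higher probes, 156 (94.55%) lay inside a dark region of 2259 positions on the CTR array, 5.17% of all. There, bright probes read lower than on the other arrays, with a lowest local median of -3.70 (log2), between rows 216 and 330 and columns 30 and 59. The median distance of a common higher probe to the nearest other was 2 spots, against 8.06 spots for random probes. With dark patches left out, 9 probes were higher at all 7 time points. The region was delimited after the data were seen.

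**Figure D2:**
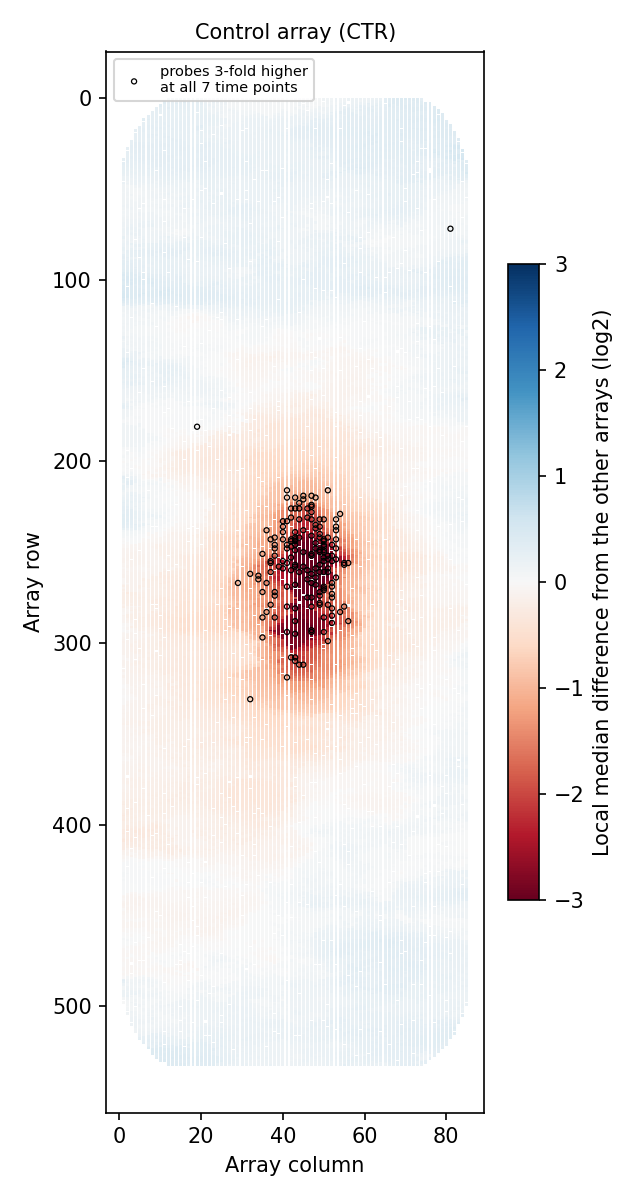
Map of the CTR array by array row and column. The colour gives the local median difference of bright probes from the other arrays (log2), and the circles are the 165 probes 3-fold higher at all 7 time points, 156 of them inside the dark region.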

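The 156 common probes in the dark region carried 155 gene names. Of these genes, 73 had 118 other probes outside the region that were well above background on every array from 2 h to 24 h. Probes higher at all 7 time points were left out of these by construction. By the median over the 7 time points, 0 of the 118 were 3-fold higher. The median change of the other probes was -0.24 (log2), against 3.06 for the common probes of the same genes. These values use the 30 min scanner intensities. With 30 min from the deposited log2 values, 396 common probes lay in the dark region. Of 287 other probes of their genes, chosen the same way, 3 (1.05%) were then 3-fold higher by that median. The medians were -0.16 and 3.28. With 30 min from the deposited log2 values, probes with a gene symbol and well above background on all 8 arrays were searched. Of these, 39 were 3-fold higher at all 7 time points and none was 3-fold lower. Their choice still used the 30 min scanner flags. The 5 largest median rises were those of KRT14 (5.78), TAX1BP3 (5.18), SAA3 (4.20), AK1 (4.02) and PSMC5 (3.83), all inside the dark region. From the change at all time points, the paper terms the common genes heat responsive.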

The Venn diagram analysis helped to identify the genes that are differentially expressed or remained commonly expressed in unstressed (CTR) and heat stressed MEC at individual time points after heat stress. 

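Relative to the median of the 8 arrays, the number of probes at least 3-fold from it at a time point and not so in CTR was 14738 at 30 min, 21148 at 2 h, 4723 at 4 h, 275 at 8 h, 352 at 12 h, 2194 at 16 h and 300 at 24 h. The paper gives these numbers as a comparison with CTR without a further rule, and the median of the 8 arrays is a reading set before the data were examined. With a log2 change of 3 the number was 760 at 2 h and 12 at 12 h.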

The analysis revealed that there was relatively a greater transcriptional response during the early time points as evident by 894, 2267, 835 DEG at 30 min, 2h, 4h respectively in comparison to 138, 80, 732 and 227 DEG during late hours i.e. 8h, 12h, 16h and 24h (Fig 10). Further, the Venn analysis was also carried out to find out number of genes that were induced specifically during early and late time points post heat stress in comparison to CTR. During early time points *viz*. 30 min, 2h and 4h, a total of 472, 416 and 118 genes were up regulated respectively in comparison to unstressed (CTR) cells (Fig 11). 

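In the same reading, probes at least 3-fold above the median of the 8 arrays and not so in CTR numbered 10918 at 30 min, 1451 at 2 h and 505 at 4 h.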

At later time points *viz*. 8h, 12h, 16h and 24h, a total of 124, 67, 471 and 172 genes were induced in comparison to unstressed cells.

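By the reading used for the early time points, 130 probes were above the median of the 8 arrays at 8 h, 52 at 12 h, 1322 at 16 h and 105 at 24 h.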

**Fig 9:**
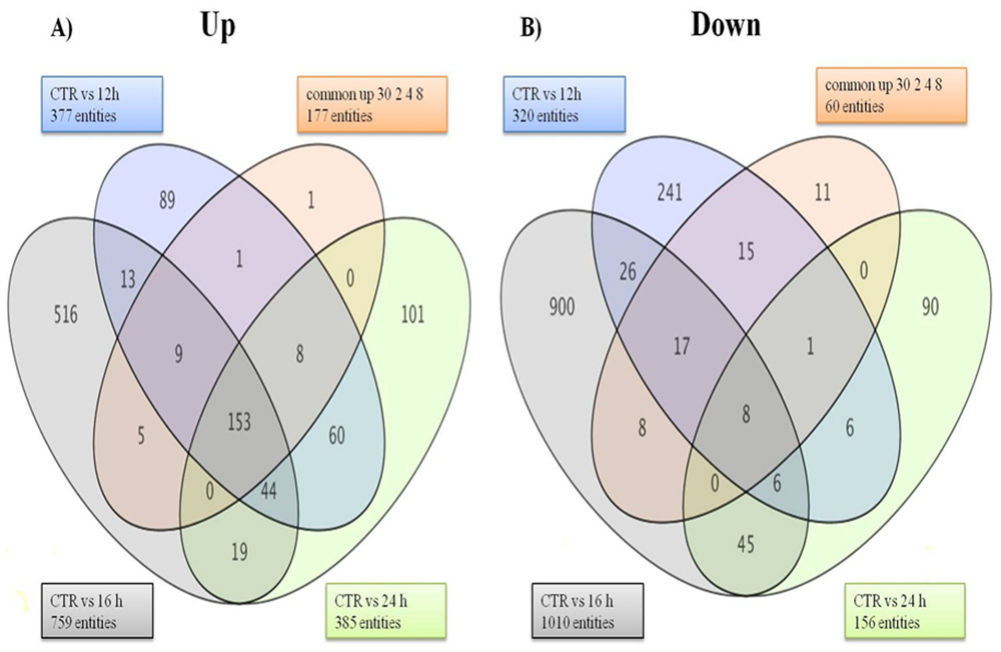
Venn diagrams showing the distribution of genes identified as heat stress responsive at 3 fold change, and the overlapping genes identified as most commonly expressed at all-time points of heat stress treatment in buffalo MECs, (A) most commonly up-regulated (153 genes), (B) most commonly down-regulated (8 genes) at all-time points post heat stress.

**Fig 10:**
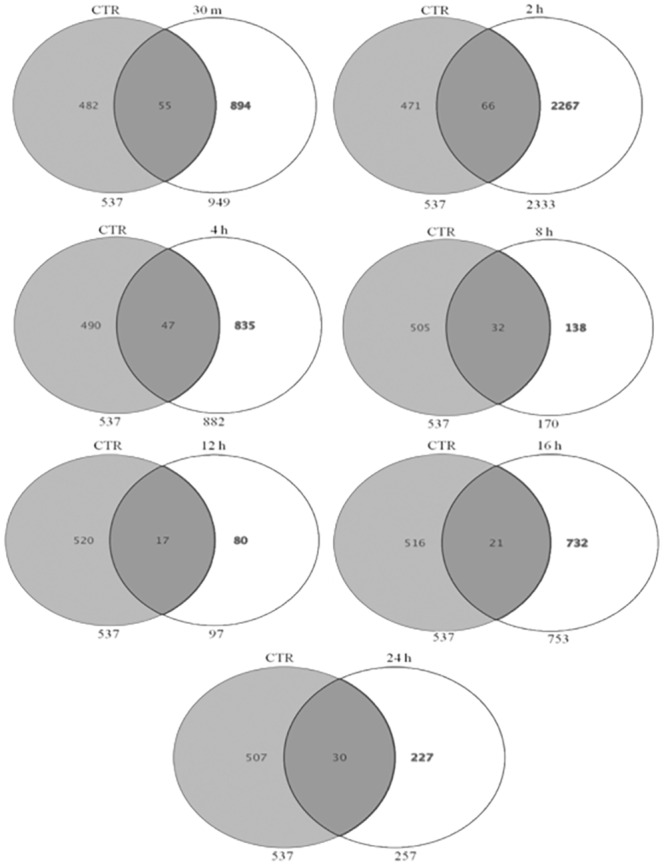
Venn diagram showing number of DEG at 30 min, 2 h, 4 h, 8 h, 12 h, 16 h, and 24 h with respect to unstressed (CTR) at fold change > = 3.0.

**Fig 11:**
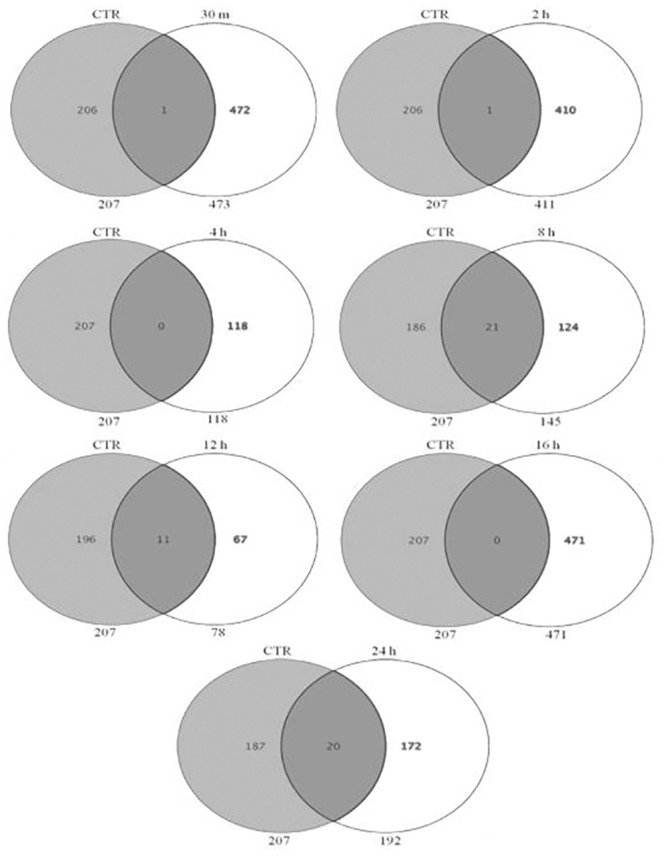
Venn diagram showing number of genes induced at 30 min, 2 h, 4 h, 8 h, 12 h, 16 h, and 24 h with respect to unstressed (CTR) at fold change > = 3.0.

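Of the 50 probes listed in Table 1, 33 were 3-fold higher than CTR at all 7 time points. In this list 31 probes lay inside the dark region of the CTR array and 39 were not well above background on that array. Of the 50 probes listed in Table 2, 1 was 3-fold lower at all 7 time points, 31 were lower than CTR at all 7, and 0 lay inside the dark region. By time point, 239 of 350 values of Table 1 and 164 of 350 of Table 2 passed 3-fold.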

The top 50 up-regulated and top 50 down-regulated transcripts filtered at 3-fold cut off are listed in Table 1 and Table 2, respectively.

**Table 1:** List of top 50 genes up-regulated in heat stressed buffalo MECs (Fold change > = 3.0).

			Fold change > = 3.0 (Relative to control)							
S.No.	Gene_ID	GeneSymbol	30m	2h	4h	8h	12h	16h	24h	Description
1	A_73_P108026	BOLA	8.503	8.157	5.418	5.151	5.126	6.863	5.343	MHC class I heavy chain
2	A_73_P046761	MRPL55	7.623	7.325	7.567	7.213	6.975	7.573	7.242	mitochondrial ribosomal protein L55
3	A_73_118246	PFKFB3	7.231	6.506	3.138	2.763	2.697	4.123	2.861	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3
4	A_73_115573	PSMC2	6.850	6.499	6.759	6.945	6.670	6.487	6.767	proteasome (prosome, macropain) 26S subunit, ATPase, 2
5	A_73_118860	ENDOD1	6.156	5.320	5.808	5.828	5.418	6.397	5.988	endonuclease domain containing 1
6	A_73_P030366	ARID5A	6.093	5.457	3.085	3.198	3.136	3.609	3.246	AT rich interactive domain 5A (MRF1-like)
7	A_73_107649	HBXIP	5.747	5.238	4.405	4.628	4.357	4.158	4.325	hepatitis B virus x interacting protein
8	A_73_105502	SENP3	5.182	5.123	5.028	4.684	4.480	4.812	4.548	SUMO1/sentrin/SMT3 specific peptidase 3
9	A_73_P046036	PIM1	4.940	5.002	4.043	3.629	3.351	3.923	3.976	pim-1 oncogene
10	A_73_P046636	TAX1BP3	4.892	4.737	4.906	5.161	5.353	5.225	5.545	Tax1 (human T-cell leukemia virus type I) binding protein 3
11	A_73_P324666	HSPB8	4.451	4.825	4.994	5.311	2.946	4.265	1.281	heat shock 22kDa protein 8
12	A_73_P041676	ATP6V1H	4.440	3.846	3.855	4.248	4.467	4.079	4.597	ATPase, H+ transporting, lysosomal 50/57kDa, V1 subunit H
13	A_73_102559	GDI1	4.427	4.031	3.974	2.945	3.437	4.001	4.085	GDP dissociation inhibitor 1
14	A_73_P421171	C29H11orf68	4.322	4.090	4.481	4.703	4.721	4.610	4.351	chromosome 29 open reading frame, human C11orf68
15	A_73_P334111	NAGA	4.252	3.422	2.778	3.199	2.989	2.996	3.279	N-acetylgalactosaminidase, alpha-
16	A_73_P370971	NCAPH2	4.126	3.587	3.700	3.123	3.623	3.595	3.993	non-SMC condensin II complex, subunit H2
17	A_73_P051671	FAM104A	4.045	3.852	3.630	4.018	3.967	3.489	3.572	family with sequence similarity 104, member A
18	A_73_108441	HRSP12	4.006	3.732	1.963	2.461	2.214	2.333	2.194	heat-responsive protein 12
19	A_73_P394126	CSRNP1	3.995	4.445	1.252	1.733	1.822	1.616	1.314	cysteine-serine-rich nuclear protein 1
20	A_73_121151	SACM1L	3.968	3.250	3.338	3.232	3.232	3.234	3.238	SAC1 suppressor of actin mutations 1-like (yeast)
21	A_73_109582	MTF2	3.903	2.984	3.064	4.861	4.205	2.929	4.034	metal response element binding transcription factor 2
22	A_73_P325281	G3BP1	3.896	3.407	3.788	3.955	3.869	3.619	3.718	GTPase activating protein (SH3 domain) binding protein 1
23	A_73_116684	ARMC6	3.891	3.610	4.225	4.358	4.588	4.281	4.255	armadillo repeat containing 6
24	A_73_P465393	DNAJB2	3.886	3.021	3.424	4.185	4.034	3.189	3.812	DnaJ (Hsp40) homolog, subfamily B, member 2
25	A_73_114308	CDC42EP2	3.807	3.370	3.853	3.629	3.220	4.454	3.028	CDC42 effector protein (Rho GTPase binding) 2
26	A_73_P441761	PMM1	3.774	3.618	4.138	3.406	3.664	3.921	3.817	phosphomannomutase 1
27	A_73_P035201	BRI3	3.734	3.626	3.459	4.010	3.482	3.248	2.986	brain protein I3
28	A_73_P258001	KIAA0020	3.684	3.429	3.501	4.332	3.937	3.381	3.972	KIAA0020
29	A_73_P383651	SQSTM1	3.600	3.672	3.778	4.253	4.391	4.223	3.930	sequestosome 1
30	A_73_P106906	PTPN6	3.580	3.263	1.726	1.969	2.296	1.859	2.212	protein tyrosine phosphatase, non-receptor type 6
31	A_73_108508	CD320	3.565	3.298	4.017	3.296	3.240	3.701	3.206	CD320 molecule
32	A_73_120943	DLGAP4	3.528	2.980	2.628	2.991	3.206	2.823	3.572	discs, large (Drosophila) homolog-associated protein 4
33	A_73_P080981	FAM46A	3.512	3.153	4.728	3.184	2.735	4.460	2.181	family with sequence similarity 46, member A
34	A_73_P510368	SLC26A11	3.336	2.865	2.148	2.487	2.241	2.705	2.251	solute carrier family 26, member 11
35	A_73_100950	IL20RA	3.290	2.940	3.922	2.732	2.767	4.177	3.033	interleukin 20 receptor, alpha
36	A_73_P044846	CNP	3.278	2.988	3.071	2.797	2.828	3.061	2.739	2',3'-cyclic nucleotide 3' phosphodiesterase
37	A_73_107984	TXNDC17	3.266	2.872	3.259	3.667	3.378	3.248	3.421	thioredoxin domain containing 17
38	A_73_104610	TSPO	3.243	2.926	2.940	3.441	3.090	3.670	3.348	translocator protein (18kDa)
39	A_73_101196	RSPRY1	3.234	2.466	1.904	1.903	1.965	1.827	1.874	ring finger and SPRY domain containing 1
40	A_73_106773	KLHDC10	3.224	3.313	3.961	3.515	3.466	3.695	3.042	kelch domain containing 10
41	A_73_102546	SCOC	3.211	3.102	3.385	3.613	3.563	3.260	3.552	short coiled-coil protein
42	A_73_105407	C16H1orf27	3.181	2.925	3.383	3.622	3.585	2.863	3.651	chromosome 16 open reading frame, human C1orf27
43	A_73_P080636	POMT2	3.167	2.657	2.707	2.580	2.336	2.490	2.655	protein-O-mannosyltransferase 2
44	A_73_P034946	SOX4	3.154	3.249	3.356	3.831	4.043	3.737	3.875	SRY (sex determining region Y)-box 4
45	A_73_111382	ZBTB48	3.151	2.648	2.856	2.852	3.125	3.065	2.991	zinc finger and BTB domain containing 48
46	A_73_P340001	MRPS12	3.107	2.614	3.130	2.509	2.838	3.089	3.084	mitochondrial ribosomal protein S12
47	A_73_P040866	SEC61A1	3.085	2.690	2.960	3.435	3.237	2.602	2.968	Sec61 alpha 1 subunit (S. cerevisiae)
48	A_73_120765	CNPY4	3.072	2.987	3.456	3.439	3.034	3.346	3.293	canopy 4 homolog (zebrafish)
49	A_73_115031	GPR137	3.004	2.341	2.488	2.817	2.988	3.002	2.516	G protein-coupled receptor 137
50	A_73_P271701	FUS	2.942	2.768	3.031	2.788	2.501	2.463	2.505	fused in sarcoma

**Table 2:** List of top 50 genes down-regulated in heat stressed buffalo MECs (Fold change > = 3.0).

			Fold change > = 3.0 (Relative to control)							
S.No.	Gene_ID	GeneSymbol	30m	2h	4h	8h	12h	16h	24h	Description
1	A_73_P136431	COL4A1	-5.3	-5.07	-3.34	-0.51	-0.58	-2	-0.7	collagen, type IV, alpha 1
2	A_73_P034721	IGFBP5	-5.2	-5.86	-3.24	-0.8	-0.44	-1.9	-0.2	insulin-like growth factor binding protein 5
3	A_73_101940	CABP2	-4.9	-4.06	-4.03	-0.15	-0.95	-3.1	-0.7	calcium binding protein 2
4	A_73_117103	C11H9orf172	-4.7	-4.52	-3.72	0.15	-0.58	-2.7	-1.8	chromosome 11 open reading frame, human C9orf172
5	A_73_P069121	IREB2	-4.7	-0.89	-0.18	-0.14	-0.31	-0.5	-3.3	iron-responsive element binding protein 2
6	A_73_P038916	FBXO22	-4.7	-0.35	0.03	-0.39	-0.04	-0	-1.4	F-box protein 22
7	A_73_P430271	WIPI2	-4.6	-0.95	-0.42	-0.62	-0.88	0.3	-1.5	WD repeat domain, phosphoinositide interacting 2
8	A_73_112071	C25H16orf59	-4.5	0.06	-0.02	-0.65	-0.5	-0.6	-1.1	chromosome 25 open reading frame, human C16orf59
9	A_73_P075026	NCAM1	-4.5	-5.01	-4.32	-0.75	-1.31	-3.2	-0.6	neural cell adhesion molecule 1
10	A_73_P148631	GPR123	-4.4	-3.84	-2.89	-0.12	-0.46	-2.1	-1.8	G protein-coupled receptor 123
11	A_73_114227	KDELC1	-4.4	-1.75	-1.6	-0.73	-1.29	-1.2	-0.6	KDEL (Lys-Asp-Glu-Leu) containing 1
12	A_73_P313581	LAMA4	-4.3	-4.35	-3.91	-1.26	-1.17	-2.9	-1	laminin, alpha 4
13	A_73_109433	OC90	-4.3	-5.01	-4.84	-0.14	-0.5	-3.2	-0.1	otoconin 90
14	A_73_P035036	PRPS2	-4.2	-3.59	-3.78	-1.05	-0.96	-3.2	-0.2	phosphoribosyl pyrophosphate synthetase 2
15	A_73_120102	HCN3	-4.1	-3.15	-2.75	-0.73	-0.53	-1.3	0.5	hyperpolarization activated cyclic nucleotide-gated potassium channel 3
16	A_73_115436	SYNJ1	-4.1	-3.26	-3.28	-0.03	-0.59	-2.6	-0.4	synaptojanin 1
17	A_73_P035866	PNLIPRP2	-4	-3.4	-3.88	-0.76	-0.6	-1.6	-0.6	pancreatic lipase-related protein 2
18	A_73_P065766	WIPF2	-3.9	-4.18	-4.45	-0.62	-1.37	-2.9	-1.8	WAS/WASL interacting protein family, member 2
19	A_73_P133491	GPX8	-3.9	-3.64	-3.11	0.44	-0.2	-2.7	-0.9	glutathione peroxidase 8 (putative)
20	A_73_P112716	MYLK4	-3.8	-2.64	-3.38	-0.79	-0.73	-2.5	-1.4	myosin light chain kinase family, member 4
21	A_73_106971	BTN2A1	-3.8	-3.61	-3.6	-0.42	-0.75	-3.2	-0.4	butyrophilin, subfamily 2, member A1
22	A_73_119938	KCNJ9	-3.8	-4.66	-1.75	-0.89	-0.37	-0.7	-0.2	potassium inwardly-rectifying channel, subfamily J, member 9
23	A_73_P500853	KRT8	-3.8	-2.69	-2.87	-0.33	-0.55	-2.4	-0.5	keratin 8
24	A_73_115779	PTPN5	-3.8	-3.49	-3.24	-1	-1.28	-2.2	-0.7	protein tyrosine phosphatase, non-receptor type 5 (striatum-enriched)
25	A_73_P490288	RNF222	-3.7	-3.12	-3.43	-0.35	-0.63	-2.7	-0.7	ring finger protein 222
26	A_73_P041186	ABCD3	-3.7	-2.61	-1.87	-0.79	-0.69	-3.2	-0.5	ATP-binding cassette, sub-family D (ALD), member 3
27	A_73_P274726	DDAH1	-3.7	-3.03	-2.92	-0.3	-0.7	-3.6	-0.1	dimethylarginine dimethylaminohydrolase 1
28	A_73_P311601	CHODL	-3.7	-4.51	-4.23	-2.85	-2.66	-2.6	-2.3	chondrolectin
29	A_73_113829	GDF7	-3.7	-3.29	-3.42	-1.35	-1.3	-2.6	-0.5	growth differentiation factor 7
30	A_73_119362	AVPR2	-3.6	-3.52	-1.99	-0.63	-0.68	-3.9	-0.1	arginine vasopressin receptor 2
31	A_73_115939	RHCG	-3.6	-3.93	-4.16	-0.13	-0.37	-2.6	-0.7	Rh family, C glycoprotein
32	A_73_117701	C1D	-3.6	-0.78	-0.84	-0.1	-0.23	-0.7	-1.3	C1D nuclear receptor corepressor
33	A_73_P061011	OR8G5	-3.6	-4.4	-4.11	-0.48	-0.63	-2.5	-0.7	olfactory receptor, family 8, subfamily G, member 5
34	A_73_P335211	TAGLN3	-3.6	-3.08	-2.65	-0.36	-0.26	-1.9	0.1	transgelin 3
35	A_73_117273	NPTX1	-3.6	-2.46	-2.84	-0.76	-0.88	-2.8	-0.2	neuronal pentraxin I
36	A_73_118699	NECAB2	-3.5	-2.57	-2.46	-0.26	-0.23	-1.6	-0.3	N-terminal EF-hand calcium binding protein 2
37	A_73_109252	AMH	-3.5	-4.3	-2.73	-0.52	-0.3	-2.6	-0.1	anti-Mullerian hormone
38	A_73_P059456	TMEM72	-3.5	-2.58	-1.35	-0.67	-0.36	-1.1	-0.2	transmembrane protein 72
39	A_73_110805	LRIT2	-3.5	-4.29	-4.02	-0.84	-0.44	-2.4	0.5	leucine-rich repeat, immunoglobulin-like and transmembrane domains 2
40	A_73_108107	CEP68	-3.5	-3.23	-3	-0.25	-0.16	-2.4	0	centrosomal protein 68kDa
41	A_73_108634	EPYC	-3.4	-4.26	-3.98	-0.57	0.03	-2.4	-0.5	epiphycan
42	A_73_P057846	NPRL3	-3.4	-4.24	-3.61	-0.68	-0.39	-2.4	0.3	nitrogen permease regulator-like 3 (S. cerevisiae)
43	A_73_105589	CAMK1G	-3.4	-2.98	-2.96	-0.33	-0.95	-1.4	-0.7	calcium/calmodulin-dependent protein kinase IG
44	A_73_109422	TRIM15	-3.4	-3.15	-3.24	-2.6	-0.94	-1.7	-0.8	tripartite motif containing 15
45	A_73_P094221	SESTD1	-3.4	-2.06	-0.98	-0.59	0.07	-2.4	-0.7	SEC14 and spectrin domains 1
46	A_73_P096266	TNK2	-3.4	-2.49	-1.43	-0.65	-0.12	-0.7	0.2	tyrosine kinase, non-receptor, 2
47	A_73_115094	KRT35	-3.3	-5.15	-3	-0.55	-0.42	-1.7	-0.1	keratin 35
48	A_73_P036796	ITGB6	-3.3	-1.41	-1.45	-2.42	-3.17	-0.8	-0.7	integrin, beta 6
49	A_73_106188	LRIG3	-3.3	-3.4	-2.01	-0.7	-0.44	-1.5	-0.7	leucine-rich repeats and immunoglobulin-like domains 3
50	A_73_112840	FKBP10	-3.3	-4.13	-3.85	0.38	0.94	-2.3	-1.9	FK506 binding protein 10, 65 kDa

Among most up-regulated genes, *BOLA* was highly up-regulated gene during heat stress in buffalo MECs, probably because the presence of MHC class I raises the possibility of cells in autoimmune disease state [45]. 

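The BOLA probe of Table 1 (A_73_P108026) lies inside the dark region of the CTR array and was not well above background there. On that array bright probes around it read -2.84 (log2) against the other arrays, so no bound on its rise is given. Its log2 value above the 75th percentile of the array was 6.65 at 30 min, 6.32 at 2 h, 3.54 at 4 h, 3.33 at 8 h, 3.23 at 12 h, 5.07 at 16 h and 3.50 at 24 h. Averaged over all BOLA probes, the change reversed to -0.12 (log2) at 8 h, -0.17 at 12 h and -0.06 at 24 h. Outside the region, the BOLA probe A_73_115812 changed by 3.73 at 2 h, -0.69 at 12 h and 3.01 at 16 h.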

Jorge et al [46] have also reported the induction of *BOLA* gene during early logarithmic growth phase of *Escherichia coli* in response to heat stress. Furthermore, a significant fold change increase in the expression of *BOLA* gene after heat stress in biofilm and planktonic stages of growth in *Escherichia coli* has also been reported [47]. 

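MRPL55 has 1 probe (A_73_P046761), at row 266 and column 41, inside the dark region of the CTR array and not well above background there. On that array bright probes around it read -2.43 (log2) against the other arrays, so no bound on its rise is given. Over the 7 time points its log2 value above the 75th percentile of the array ranged from 4.41 (12 h) to 5.11 (16 h).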

The second most up-regulated gene was *MRPL55* (mitochondrial ribosomal protein) that is implicated in protein synthesis within the mitochondrion and cell cycle progression [48]. Similar to our findings, the heat shock to larval stages of *Drosophila* eye indicated over expression of *MRPL55* transcripts [49]. Another most up-regulated gene *PFKFB* is responsible for maintaining the cellular levels of fructose-2, 6-bisphosphate- a key regulator of glycolysis. 

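PFKFB3 in Table 1 was read by probe A_73_118246, inside the dark region and not well above background in CTR. In CTR bright probes around it read -2.75 (log2) against the other arrays, so no bound on its rise is given. Its log2 value above the 75th percentile of the array was 6.00 at 30 min, 5.18 at 2 h, 2.14 at 4 h and 1.58 at 12 h. Both other PFKFB3 probes lie outside the region. Of these, A_73_P073546 was well above background at 30 min and 2 h, and was not well above background in CTR or from 4 h to 24 h.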

Earlier also, significant induction of *PFKFB3* mRNA under hypoxic stress was reported in several human and mouse cell lines [50–51]. In addition, *PSMC2* (proteasome 26S subunit, ATPase, 2) also showed induction in expression pattern during post heat stress in buffalo MECs. This gene is known to be involved in the ATP-dependent degradation of ubiquitinated proteins. 

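PSMC2 has 1 probe (A_73_115573), at row 251 and column 44, inside the dark region and not well above background in CTR. In CTR bright probes around it read -3.04 (log2) against the other arrays, so no bound on its rise is given. Over the 7 time points its log2 value above the 75th percentile of the array ranged from 3.99 (2 h) to 4.45 (8 h).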

Further, it has been observed that *PSMC2* gene also plays an important role in cellular growth and proliferation [52]. The up-regulation of proteosome subunit might indicate the immediate response of *PSMC2* during weakening of ubiquitin-proteosome system resulted in accumulation of abnormal proteins that in turn might confer growth and development in buffalo MECs. Additionally, it has been reported for human chronic myelogenous leukemia cell line that *HSP70* is involved with the dissociation and reassociation of the 26S proteasome during adaptation to oxidative stress [53]. These findings can be correlated with the present study where *HSP70* and *PSMC2* were highly up-regulated, explaining the co-relation between both genes during stressful conditions. 

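For HSP70, the HSPA1A probe of Table 3 (A_73_P474283) lies outside the dark region and was not well above background in CTR, at 16 h or at 24 h. Its rise was at least 13.0-fold at 30 min, at least 2.71-fold at 4 h and at least 62.8-fold at 8 h. HSPA1A probe A_73_104629, well above background on every array, changed by 5.04 (log2) at 8 h, where it was saturated, and by -0.82 at 24 h. PSMC2 was read by its probe in the dark region alone.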

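ARID5A has 1 probe (A_73_P030366), inside the dark region of the CTR array and not well above background there. On that array bright probes around it read -1.67 (log2) against the other arrays, so no bound on its rise is given. Its log2 value above the 75th percentile of the array was 4.76 at 30 min and 4.14 at 2 h, and ranged from 1.73 (4 h) to 2.33 (16 h) at later time points.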

Another most up regulated gene observed in present study was *ARID5A*thatplays an important role in development, tissue-specific gene expression, and regulation of cell growth [54]. 

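IL6 has 3 probes, all outside the dark region and none well above background in CTR. At 2 h all 3 were well above background, and the probe of Table 3 (A_73_P048171) was at least 1.03-fold higher. At 30 min A_73_107706 alone was detected. From 4 h to 24 h none of the 3 was well above background.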

Along with *ARID5A*, *IL6* was also up regulated conferring the findings that *ARID5A* has a role in stabilization of *IL6* mRNA for promotion of inflammatory responses [55].

Among all down-regulated genes, *COL4A1 (*collagen, type IV, alpha 1*)* gene showed high reduction in expression under heat stress. This gene specifically inhibits endothelial cell proliferation and expression of *HIF- 1alpha* and *ERK1/2* and plays a major role in p38 MAPK activation. 

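COL4A1 in Table 2 (A_73_P136431) was at least 10.2-fold lower at 30 min and at least 41.2-fold lower at 2 h, where it was not well above background. It fell by 3.63 (log2) at 4 h and fell by 1.96 at 16 h. At the time points on the slide of CTR the change was -0.52 at 8 h, -0.76 at 12 h and -0.61 at 24 h.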

Down regulation of collagen, the main component of the extracellular matrix hasalso been reported for sea anemones during heat stress [56]. 

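IGFBP5 in Table 2 (A_73_P034721) was at least 6.67-fold lower at 30 min and at least 29.9-fold lower at 2 h. It fell by 2.99 (log2) at 4 h and fell by 1.56 at 16 h, and its change was -0.54 at 8 h, -0.31 at 12 h and -0.06 at 24 h.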

The next highly down-regulated gene was *IGFBP5 (*insulin-like growth factor binding protein 5*)*. It has a role in tissue turnover by reducing the availability of the survival factor IGF-1 as well as increasing extracellular matrix degradation, thereby causing apoptosis and tissue remolding [57]. Similar to our observation, the reduced mRNA expression of *IGFBP5*has been reported in heat stressed cows as well [58]. 

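CABP2 has 1 probe (A_73_101940). It was at least 15.0-fold lower at 30 min, fell by 4.04 (log2) at 2 h, fell by 4.05 at 4 h and fell by 3.04 at 16 h. On the slide of CTR it changed by -0.12 at 8 h, -1.00 at 12 h and -0.66 at 24 h.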

Another major affected gene in heat stressed buffalo MECs was *CABP2* (calcium binding protein 2), which is a calcium binding protein and is an important component of calcium mediated cellular signal transduction [59]. 

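IREB2 has 1 probe (A_73_P069121), which was at least 2.44-fold lower at 30 min and at 24 h, both times not well above background. Its change was -0.88 (log2) at 2 h, -0.21 at 4 h, -0.12 at 8 h, -0.36 at 12 h and -0.43 at 16 h.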

Along with above described major genes, *IREB2* (iron-responsive element binding protein 2) also ranked higher among down-regulated genes. The binding of *IREB2* to transferrin receptor mRNA inhibits the degradation of otherwise rapidly degraded mRNA. Its reduced expression was observed in plants during oxidative stress [60] which could be correlated with our study. In addition, *FBXO22* gene, a F-box protein, constitute one of the four subunits of the ubiquitin protein ligase complex called SCFs (SKP1-cullin-F-box), which function in phosphorylation-dependent ubiquitination and are thought to be involved in degradation of specific proteins in response to p53 induction. 

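FBXO22 was read by 1 probe (A_73_P038916). It was at least 3.90-fold lower at 30 min and fell by 1.42 (log2) at 24 h, and between these time points its change ranged from -0.36 (8 h) to 0.02 (16 h).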

Similar to our observations, the evolutionarily conserved *Arabidopsis thaliana* F-box protein showed reduction in transcriptional expression profile during temperature stress [61]. Additionally, *NCAM1* gene also showed a reduction pattern in expression level during post heat stress. It is involved in cell-to-cell interactions as well as cell-matrix interactions during development and differentiation and play an important role in immune surveillance. 

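The NCAM1 probe of Table 2 (A_73_P075026) was not well above background on any of the 8 arrays, so no fold is given. Another NCAM1 probe, A_73_P105921, was well above background in CTR and changed by -0.22 (log2) at 8 h, -0.90 at 12 h and -0.11 at 24 h. At 30 min, 2 h, 4 h and 16 h it was not well above background.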

Our findings were in accordance with the reduced expression of *NCAM1* gene in adult mice as a consequence of heat stress [62].

#### Identification of heat stress responsive genes from transcriptome data

Amongst the several hundred genes induced or repressed due to heat stress *in vitro*, an effort was made to filter out genes associated with; heat shock protein family, apoptosis; immune and oxidative stress (Table 3). 

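The median change (log2) at 2 h was 1.35 for the 7 heat shock probes of Table 3, 1.91 for the 10 apoptotic probes, 2.96 for the 13 immune probes and 1.65 for the 7 oxidative stress probes. At 8 h it was 2.88 for the heat shock probes, 0.85 for the oxidative stress probes and -0.17 for the apoptotic and the immune probes. With dim values at their bounds, the medians at 2 h were 0.18 for heat shock, 0.87 for apoptotic and 0.87 for oxidative stress probes, and 1.23 for immune probes with the BOLA probe in the dark region left out, a choice made after the data were seen. At 8 h they were 1.56 for heat shock and 0 for apoptotic, immune and oxidative stress probes. The oxidative stress median at 2 h counts GSR at a bound of 4.15. That probe lies at the edge of the dark region, so its bound is not safe and the median may be too high. The medians without bounds were set beside 10000 random lists of the same size matched on mean level. The heat shock median at 8 h stood at percentile 100 and the immune median at 2 h at percentile 100. The immune median stood at percentile 0 at 4 h (-1.53) and at percentile 0.01 at 12 h (-0.84). Both medians equal the median change of all probes at these time points, and with dim values at their bounds both were 0. In CTR 1 of the 13 immune probes was well above background, so these percentiles do not show a fall. The paper chose these lists on the same arrays, so the percentiles describe the arrays and are not independent evidence. The alternative that moved a list most kept only probes well above background on both arrays, which left 1 immune probe, PDGFA, and a median of -2.04 at 2 h.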

The heat map view for list of genes identified under these categories is presented in Fig 9. As expected, the whole set of genes of heat shock family *viz*., *HSPA6*, *HSPB8*, *DNAJB2*, *HSPA1A* etc. were up-regulated in MEC at most of the time points post heat stress. 

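HSPA6 (A_73_P092016) rose at least 12.3-fold at 30 min, at least 26.2-fold at 8 h and at least 2.63-fold at 12 h. It was not well above background in CTR, at 4 h, at 16 h or at 24 h. HSPB8 (A_73_P324666) rose at least 1.94-fold at 2 h and at least 2.95-fold at 8 h. HSPH1, detected on every array, changed by 1.35 (log2) at 2 h, 0.70 at 4 h, 2.88 at 8 h, 0.98 at 12 h, -1.19 at 16 h and -0.01 at 24 h. At 30 min its change was 1.49, and -2.71 in the scanner intensities. The listed DNAJB2 probe (A_73_P465393) was not well above background on any array. A further DNAJB2 probe (A_73_108655), higher at all 7 time points, lies inside the dark region of the CTR array.

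**Figure D3:**
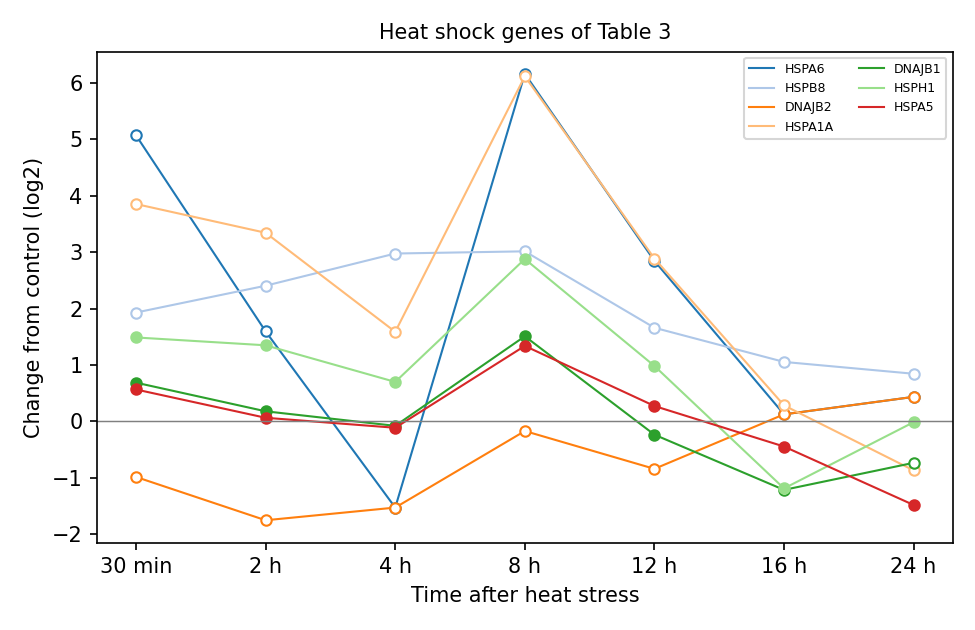
Change from CTR (log2) of the 7 heat shock probes of Table 3 at each time point after heat stress, 1 line per probe. Open symbols mark values with the probe not well above background on CTR or at the time point, and 6 of the 7 lines are highest at 8 h.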

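Of the 7 heat shock probes of Table 3, 2 were well above background on every array. Their mean changes (log2) over 30 min, 2 h and 4 h and over 8 h, 12 h, 16 h and 24 h were 1.18 and 0.66 for HSPH1 and 0.17 and -0.08 for HSPA5. With dim values at their bounds, or at 0 where no bound is given, a choice made after the data were seen, the early and late means were 0.83 and 0.44 for HSPB8, 2.78 and 2.18 for HSPA1A, 0.26 and -0.17 for DNAJB1 and 1.25 and 1.53 for HSPA6. By these means 5 of the 7 were higher early, 3 of them with dim values among their means. The remaining probe, of DNAJB2, was undetected throughout. With single time points compared, 6 of the 7 probes were highest at 8 h, HSPB8 by less than the error.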

The expression of these genes was more during the early phase of heat stress as compared to late time points post heat stress. Our findings are in accordance with previous studies where heat stress led to induction of HSP genes, and down-regulation of genes associated with cellular metabolism and cellular growth [23, 39–40]. Similar to our study, induction in HSPs expression in different cell/tissue types *viz*., leukocytes/lymphocytes [41, 43, 63], bovine endometrial tissue [64, 65], bovine concept uses [65], bovine MECs [23], buffalo lymphocytes [66]due to heat stress has also been reported. Heat stress has also been shown to trigger an increase in *HSP*s in virtually all the vertebrates, including mice [67, 68] domestic goats [69], humans [70, 71], juvenile Hamadryas baboons [72], common carp [73], domestic chickens [74–77] and domestic turkey [78]. Our observations thus supported the idea that *HSP70* can act as reliable, sensitive biomarker of thermal stress [72, 79]. Similarly, several apoptosis related genes were also found to be up-regulated on heat stress. 

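Of the 10 apoptotic probes of Table 3, 3 were well above background in CTR. Of these, IRF5 (A_73_100589) rose 7.97-fold at 30 min and 5.69-fold at 2 h and changed by 0.22 (log2) at 4 h. BCL2L11 (A_73_120639) rose 5.22-fold at 30 min and 3.92-fold at 2 h. MCL1 (A_73_P271841) changed by 0.52 at 2 h and -0.56 at 8 h. BCL2 (A_73_P108956), not well above background in CTR, rose at least 9.97-fold at 30 min and at least 7.38-fold at 2 h, and its 30 min change in the scanner intensities was -0.93, the reverse. CFLAR (A_73_104047) rose at least 1.32-fold at 2 h and was not well above background at 30 min.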

Up-regulation of apoptotic genes could result in disruption of mitochondrion transmembrane potential, thereby causing cytochrome c release leading to the induction in apoptosis. The data on induced expression of apoptotic genes immediately after heat stress suggests that cellular mechanism may not provide protection to the MECs against heat-induced apoptosis in buffalo while during recovery period of heat stress they probably helped the cell to cope with hyperthermia through clearance of damaged proteins. Our findings are in accordance with some previous reports where heat shock showed induction in expression of apoptotic genes in *in vitro* culture models of buffalo embryos [80] and cat skin fibroblasts [81]. In addition, immune system related genes *BOLA*, *IL1-B*, *BOLA-DRA*, *TNF*, *IL1A*, *IL10*, *and CXCL2* and *IL6* were also upregulated by heat shock, supporting the RT-qPCR analysis carried out in the present study. 

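IL1B (A_73_110556) rose at least 195-fold at 30 min and at least 122-fold at 2 h, and TNF (A_73_P048896) at least 127-fold and at least 119-fold. At the same time points IL1A (A_73_P108101) rose at least 3.20-fold and at least 2.83-fold, IL10 (A_73_P030396) at least 3.60-fold and at least 1.43-fold, and CXCL2 (A_73_P031501) at least 6.45-fold and at least 4.65-fold. None of these 5 probes was well above background in CTR. The probes of IL1B, TNF, IL1A and IL10 were not well above background from 4 h on, nor was that of CXCL2 from 8 h on. BOLA-DRA (A_73_P038356) rose at least 101-fold at 30 min, at least 53.8-fold at 2 h and at least 7.89-fold at 4 h, and was not well above background in CTR, at 8 h, at 12 h or at 24 h. At 16 h its spot was marked as an outlier, and another BOLA-DRA probe, A_73_107479, was well above background and at least 30.9-fold higher.

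**Figure D4:**
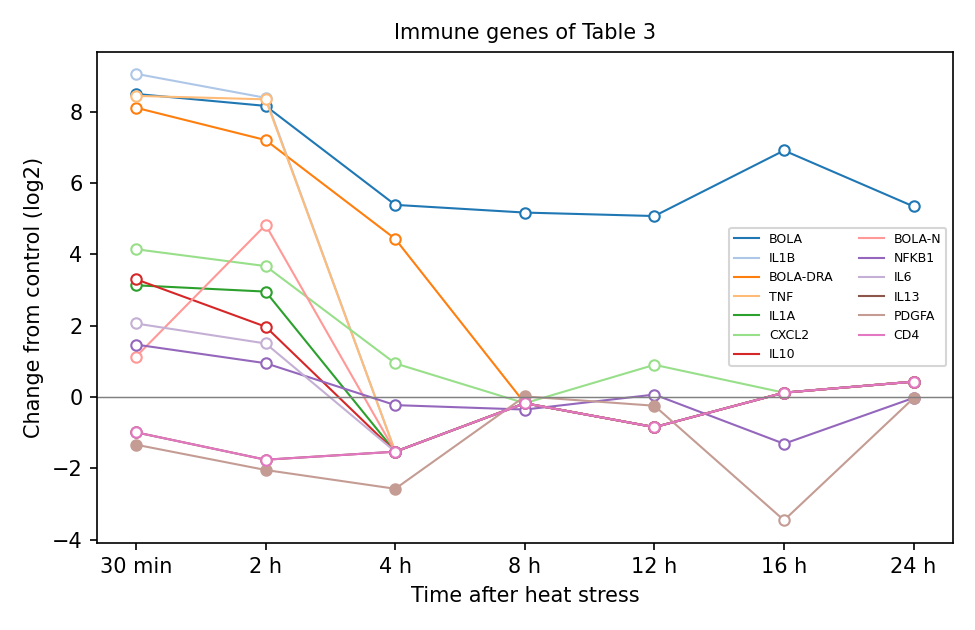
Change from CTR (log2) of immune probes of Table 3 at each time point after heat stress, 1 line per probe. Open symbols mark values with the probe not well above background on CTR or at the time point, and the BOLA probe, which lies in the dark region of the CTR array, stays high at all time points.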

Similar to our findings, the induction of immune related gene expression in intestinal mucosa of mice was observed in response to environmental stress [82]. Furthermore, our findings are supported by increase in expression of *IL6* mRNA in mouse macrophages and MEF cells after hyperthermia [83]. It has also been examined that the exposure of heat stress to mice hepatocytes resulted in *TNFα* induced apoptosis [84]. Along with these findings, effect of heat stress in mammary tissue and peripheral blood mononuclear cells during the dry period in cows revealed altered expression pattern of cytokines exposed to heat stress [85]. Consistent with our study, *CXCL2* expression showed an increase in response to high ambient temperatures in bovine [86–87]. Our observations support the idea of induced expression of pro-inflammatory transcripts (*IL6*, *IL8*, *CXCL2*) in porcine intestinal epithelial cells exposed to infections [88]. Abee and Wouters [89] have also cited that stress adaptive genes such as *BOLA* play a role in controlling cell morphology during heat stress. Our data also showed correlation with increased expression of MHC class genes in porcine intestine [90] and human intestine epithelial cell line [91] during heat stress. In addition, *IL1B* was found to be most induced during inflammatory response in pigs [92]. Likewise, as reported for heat stressed human skin fibroblasts [93],several genes associated with oxidative stress viz., *GSR*, *DUSP16*, *GPX7*, HMOX1, *TXNRD1*, *GPX4* were specifically up-regulated during the early phase of heat stress response in buffalo MECs. 

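GSR (A_73_119453) was not well above background in CTR and lies at the edge of the dark region, where bright probes around it read -0.98 (log2) against the other arrays, so no bound on its rise is given. Its log2 value above the 75th percentile of the array was 3.76 at 30 min, 3.09 at 2 h and 0.07 at 12 h. DUSP16 (A_73_118238) rose at least 2.89-fold at 30 min and at least 2.42-fold at 2 h. GPX7 (A_73_103760) rose at least 1.16-fold at 2 h, and changed by -0.09 (log2) after normexp background correction, the reverse. GPX4 (A_73_106948) rose 2.30-fold at 30 min, 1.82-fold at 2 h and 1.60-fold at 4 h, and changed by -0.23 at 8 h. HMOX1 (A_73_116548) rose 3.33-fold at 30 min, 3.20-fold at 8 h and 7.50-fold at 16 h, its highest value. In the 30 min scanner intensities the changes reversed to -1.48 for HMOX1 and -0.02 for GSR. TXNRD1 (A_73_P091051) was not well above background in CTR, and no bound above 1-fold was found at any time point.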

Similar to our results, genes of glutathione peroxidase family were shown to be induced under heat stress condition in *Saccharomyces cerevisiae* [94] and quail [95]. The family of GPX is known to play an important role in protecting animals and humans against oxidative stress. In addition the elevated expression of *HMOX1* and *TXNRD1* genes were observed in human melanoma cell culture which confirmed the induction of cellular oxidative stress during harmful insults [96]. Our findings has provided the evidence to suggest the varied expression profile of immune-responsive and oxidative stress related genes in buffalo MECs during heat stress. Thus, in the present study, RT-qPCR analysis validated the transcriptional expression profile of HSPs, apoptotic genes, immune responsive and oxidative stress related genes as observed by microarray gene expression analysis.

**Table 3:** List of genes classified in major functional categories during post heat stress (relative to control) in buffalo MECs.

Heat shock protein family		Fold change > = 3.0 (Relative to control)							
Gene_ID	GeneSymbol	30 m	2 h	4 h	8 h	12 h	16h	24 h	Description
A_73_P092016	HSPA6	5.08	1.57	-1.52	6.14	2.90	0.07	0.43	heat shock 70kDa protein 6 (HSP70B')
A_73_P324666	HSPB8	4.45	4.83	4.99	5.31	2.95	4.27	1.28	heat shock 22kDa protein 8
A_73_P465393	DNAJB2	3.89	3.02	3.42	4.18	4.03	3.19	3.81	DnaJ (Hsp40) homolog, subfamily B, member 2
A_73_P474283	HSPA1A	3.21	2.64	1.54	4.80	2.84	0.41	-1.35	heat shock 70kDa protein 1A
A_73_P262981	DNAJB1	1.60	0.12	0.47	1.73	-0.07	0.25	-0.65	DnaJ (Hsp40) homolog, subfamily B, member 1
A_73_110555	HSPH1	1.49	1.34	0.73	2.86	1.03	-1.24	-0.01	heat shock 105kDa/110kDa protein 1
A_73_P038581	HSPA5	1.39	0.84	1.15	1.75	0.44	-0.15	-1.43	heat shock 70kDa protein 5 (glucose-regulated protein, 78kDa)
**Apoptotic gene family**									
A_73_P108956	BCL2	3.32	2.88	-0.58	-2.11	-2.57	1.26	-0.69	B-cell CLL/lymphoma 2
A_73_100589	IRF5	3.00	2.50	0.25	0.16	0.21	0.86	0.19	interferon regulatory factor 5
A_73_P033666	BCL2L14	2.53	2.24	-0.05	-0.19	-0.79	0.89	0.43	BCL2-like 14 (apoptosis facilitator)
A_73_120639	BCL2L11	2.39	1.96	-0.05	-0.03	0.48	-0.60	0.06	BCL2-like 11 (apoptosis facilitator)
A_73_P087306	NFKB1	2.22	2.59	-0.58	-0.47	-0.15	-0.98	-0.11	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1
A_73_P047636	NFKBIE	2.18	2.04	-0.70	-0.44	-0.18	-0.20	-0.22	nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, epsilon
A_73_105509	PIK3R1	1.68	0.58	0.03	-0.19	0.14	0.68	0.43	phosphoinositide-3-kinase, regulatory subunit 1 (alpha)
A_73_P059646	IRF2	1.65	1.64	1.01	-0.57	-0.42	-1.25	-0.89	interferon regulatory factor 2
A_73_P271841	MCL1	1.33	1.47	-0.67	-0.46	-0.47	-0.27	-0.73	myeloid cell leukemia sequence 1 (BCL2-related)
A_73_104047	CFLAR	1.11	1.85	-1.52	-0.19	0.04	0.07	0.43	CASP8 and FADD-like apoptosis regulator
**Immune system genes**									
A_73_P108026	BOLA	8.50	8.16	5.42	5.15	5.13	6.86	5.34	MHC class I heavy chain
A_73_110556	IL1B	8.33	7.56	-1.30	0.34	0.01	0.12	0.64	interleukin 1, beta
A_73_P038356	BOLA-DRA	7.62	6.75	3.38	7.57	-0.66	5.14	0.09	major histocompatibility complex, class II, DR alpha
A_73_P048896	TNF	7.58	7.47	-1.52	-0.19	-0.79	0.07	0.43	tumor necrosis factor
A_73_P108101	IL1A	7.36	6.88	0.45	-0.19	-0.72	0.07	0.43	interleukin 1, alpha
A_73_P031501	CXCL2	4.15	3.66	0.97	-0.19	0.96	0.07	0.43	chemokine (C-X-C motif) ligand 2
A_73_P030396	IL10	3.44	1.99	-1.82	0.20	0.14	-0.92	0.00	interleukin 10
A_73_P035281	BOLA-N	2.46	3.58	-0.30	-0.35	-0.26	1.44	-0.60	MHC class I antigen
A_73_P087306	NFKB1	2.22	2.59	-0.58	-0.47	-0.15	-0.98	-0.11	nuclear factor of kappa light polypeptide gene enhancer in B-cells 1
A_73_P048171	IL6	2.07	1.49	-1.52	-0.19	-0.79	0.07	0.43	interleukin 6 (interferon, beta 2)
A_73_110221	IL13	-1.05	-1.86	-1.59	0.24	-0.36	0.01	0.37	interleukin 13
A_73_P046791	PDGFA	-1.33	-2.04	-2.54	0.00	-0.19	-3.50	-0.03	platelet-derived growth factor alpha polypeptide
A_73_115863	CD4	-1.39	-2.20	-1.92	-0.21	-0.57	-0.69	-0.20	CD4 molecule
**Oxidative stress related genes**									
A_73_119453	GSR	4.19	3.59	0.47	0.93	0.85	-0.64	0.21	glutathione reductase
A_73_118238	DUSP16	2.02	1.72	-0.01	0.67	-0.85	0.14	0.42	dual specificity phosphatase 16
A_73_103760	GPX7	1.77	1.65	0.00	0.12	0.08	0.67	0.43	glutathione peroxidase 7
A_73_116548	HMOX1	1.74	1.65	1.17	1.66	0.55	2.86	0.26	hemeoxygenase (decycling) 1
A_73_P091051	TXNRD1	1.38	1.39	-0.55	1.23	0.40	-0.52	0.09	thioredoxinreductase 1
A_73_106948	GPX4	1.05	0.57	0.63	-0.19	-0.29	0.03	-0.14	glutathione peroxidase 4
A_73_P296471	SOD3	-1.18	-1.96	-1.72	0.72	0.12	-0.13	1.07	superoxide dismutase 3, extracellular

#### Clustering and annotation of early and late transcriptome data

For creating hierarchical clustering, data of differentially expressed genes across all time points was used. This approach has allowed classifying the whole transcriptome data based on variations in gene expression of heat stressed buffalo MEC at different time points. The analysis generated heat maps to judge for the similarities/patterns between genes and between samples. Based on conditions (time points), the analysis revealed 2 major clusters early time points from 30 min to 4 h post heat stress grouped together while late time points covering 8 h to 24 h along with the control (CTR) formed the second cluster. 

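Over the 36327 probes with a value on all 8 arrays and changed 3-fold at any time point, average linkage on 1 minus Pearson's r first separated the 30 min array from the other 7. This r is across probes, which are not independent replicates. The mean r of the 16 h array was 0.76 with the early arrays and 0.90 with the others. Without the 30 min array these were 0.82 and 0.72, and in the deposited log2 values 0.12 and -0.22, both chosen after the data were seen. Probes centred within slide moved the split most among the alternatives set beforehand, with 30 min, 16 h and 24 h on the branch of CTR. In the deposited log2 values, without the 30 min array, or with 30 min taken from those values, all chosen after the data were seen, the branch of CTR held 8 h, 12 h and 24 h. These are the arrays that shared its slide. The paper takes the separation of early and late time points as evidence for regulation over time.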

The clustering data reflected the presence of specificity of expression pattern with respect to time points post heat stress. These results provided evidence that the transcripts were coordinately regulated in a time dependent manner due to heat stress *in vitro*. Hierarchical clustering of differentially expressed genes is depicted in S7 Fig.

The genes from hierarchical clustering were further analyzed to establish the functional groups of differentially expressed genes at different time points post heat stress (early and late time points). For making a functional link and understanding about the biological themes that are enriched in the gene set, Expression Analysis Systematic Explorer (EASE) tool available in Database for Annotation Visualization and Integrated Discovery (DAVID) (*http*:*//david*.*niaid*.*nih*.*gov/david/ease*.*htm*) was used. EASE [97] is generally used as an application tool for rapid biological interpretation of gene lists that could result from the analysis of microarray, proteomics, SAGE and other high-throughput genomic data. We performed functional enrichment analysis against significantly up (151 genes) & down-regulated (628 genes) from first clusters *i*.*e*. early time points (30 min, 2 h and 4 h) and a total of 135 up & 5 down-regulated genes from another cluster of late time points (8 h,12 h, 16 h and 24 h) at fold change 3 with respect to control. 

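At 30 min, 2 h and 4 h alike, 395 probes were 3-fold higher and 204 were 3-fold lower than CTR. At 8 h, 12 h, 16 h and 24 h alike, 487 were higher and 20 were lower. In simulations of unchanged arrays the means were 9.45 higher and 11.2 lower for the early time points, and 4.6 and 4.4 for the late ones, with noise that covers neither differences between slides nor array defects. Without dark patches, 206 probes were higher at all early and 35 at all late time points. Without the 30 min array, a choice made after the data were seen, 2778 probes were lower at 2 h and 4 h alike.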

Enrichment score (modified fisher exact p-value) for each gene-set calculated in the Gene Ontology terms using DAVID tool [98]. The p-values were computed by a modified Fisher’s exact test for each GO term. We determined the number of genes sharing the same GO terms with a correction for overrepresented (*p* 0.05) categories based on Gene Ontology data. The top most cluster obtained in early up-regulated time points were generally responsible for regulation of cell cycle (6 genes) with highest EASE score (represents more enrichment of the group), apoptosis (6 genes), chaperon activity (7 genes), transcription factor binding (5 genes). The EASE score for GO terms related to up- and down-regulated genes in early and late time points are given in S2 Table. Whereas the cluster in early down-regulated, identified an enrichment of genes associated with signal transduction (27 genes), oxidation reduction (10 genes), response to stimulus (10 genes). Further, highest scoring GOs in late up-regulated include cell cycle (5 genes), negative regulation of apoptosis (4 genes) and late down-regulated genes were primarily related to immune response (15 genes) and cytoskeleton (10 genes). The gene set level analysis revealed various functional groups of gene and related biological mechanism involved in heat stress.

#### Identification of biological process, molecular functions and pathways affected in buffalo MECs during heat stress

In order to explore the biological significance, detailed annotation of gene function, biological process and cellular distribution of differentially expressed genes (DEG; > = 3 fold change) identified in response to heat stress *in vitro* in MEC was accomplished by gene ontology (GO) descriptions. Using the data set of all DEG across all time points post heat stress, a total of 32 biological processes were found to be affected across all time points. However, the four GO terms that was most enriched under biological processes included; response to stimulus (638 genes), multicellular organismal process (506 genes), single organism signaling (381) and cellular developmental process (227 genes. The major five molecular functions identified were binding activity (285), molecular transducer activity (156), receptor activity (143), and transporter activity (25). Under molecular transducer activity, signal transducer was the major molecular function. Signal transducer activity basically conveys a signal across a cell to trigger a response in order to change in cell function or state. Under receptor activity, signal receptor activity (129) was found to be major molecular function associated with DEG. Under transport activity, substrate specific transporter activity (25) and transmembrane transporter activity (25) were affected. The three major cellular processes associated with DEG across all time points were extracellular region (440), membrane (367) and cell part (378).

Additionally, REVIGO analysis was performed on DEG (> = 3 fold change) which summarized major GO terms influenced in buffalo MECs under heat stress. REVIGO is a web server that summarizes long, unintelligible lists of GO terms by finding a representative subset of the terms using a simple clustering algorithm that relies on semantic similarity measures. In the present analysis, a higher frequency of several biological process (cell communication, multicellular organismal development, signal transduction & immune response), cellular component (extracellular region, plasma membrane) & molecular functions (protein binding and transporter activity) were obtained after removing redundant GO terms (Table 4). REVIGO analysis corroborated more or less with the GO analysis that was performed using GO module of GenSpring GX software.

**Table 4:** List of significant GO terms obtained from REVIGO analysis.

Term_ID	Description	frequency	Uniqueness	dispensability	representative
**Biological process**					
GO:0006935	Chemotaxis	2.00%	0.843	0	6935
GO:0016049	cell growth	1.32%	0.895	0.009	16049
GO:0007154	cell communication	27.81%	0.874	0.114	7154
GO:0001666	response to hypoxia	0.61%	0.84	0.114	1666
GO:0007165	signal transduction	25.64%	0.722	0.277	7165
GO:0006810	Transport	17.97%	0.92	0.393	6810
GO:0007275	multicellular organismal development	16.33%	0.836	0.453	7275
GO:0006955	immune response	9.34%	0.829	0.542	6955
GO:0006355	regulation of transcription, DNA-dependent	14.24%	0.73	0.619	6355
**Cellular component**					
GO:0005576	extracellular region	9.77%	0.934	0	5576
GO:0005737	Cytoplasm	42.12%	0.863	0.064	5737
GO:0016021	integral to membrane	29.97%	0.8	0.186	16021
GO:0005886	plasma membrane	23.94%	0.791	0.321	5886
GO:0005739	mitochondrion	9.54%	0.703	0.33	5739
**Molecular function**					
GO:0005215	transporter activity	7.97%	0.957	0	5215
GO:0005515	protein binding	24.46%	0.927	0.034	5515
GO:0004672	protein kinase activity	4.11%	0.886	0.483	4672
GO:0003677	DNA binding	10.35%	0.859	0.486	3677

Further, 153 genes that were up-regulated in heat stressed MEC across all time points were also assigned with GO terms. A large range of GO categories for biological process were identified including cellular process, metabolic process, single organism process, response to stimulus, biological regulation, immune system processes, signaling *etc*. Among the GO terms associated with response to stimuli in biological processes, the most significant categories were cellular response to stress, response to chemical stimulus and response to stress (Fig 12). GO terms for molecular functions were also identified for 153 genes that were commonly over expressed at all time points (Fig 12). They belong to the categories of catalytic activity (18), binding activity (25), transporter activity (3), structural molecular activity (2) and enzyme regulator activity (2). Binding activity was the second major molecular function activity which was enriched. Various sub-categories like ion binding (13), carbohydrate derivative binding (7), protein binding (11), small molecule binding (9) heterocyclic compound binding (14) etc. were affected.

**Fig 12:**
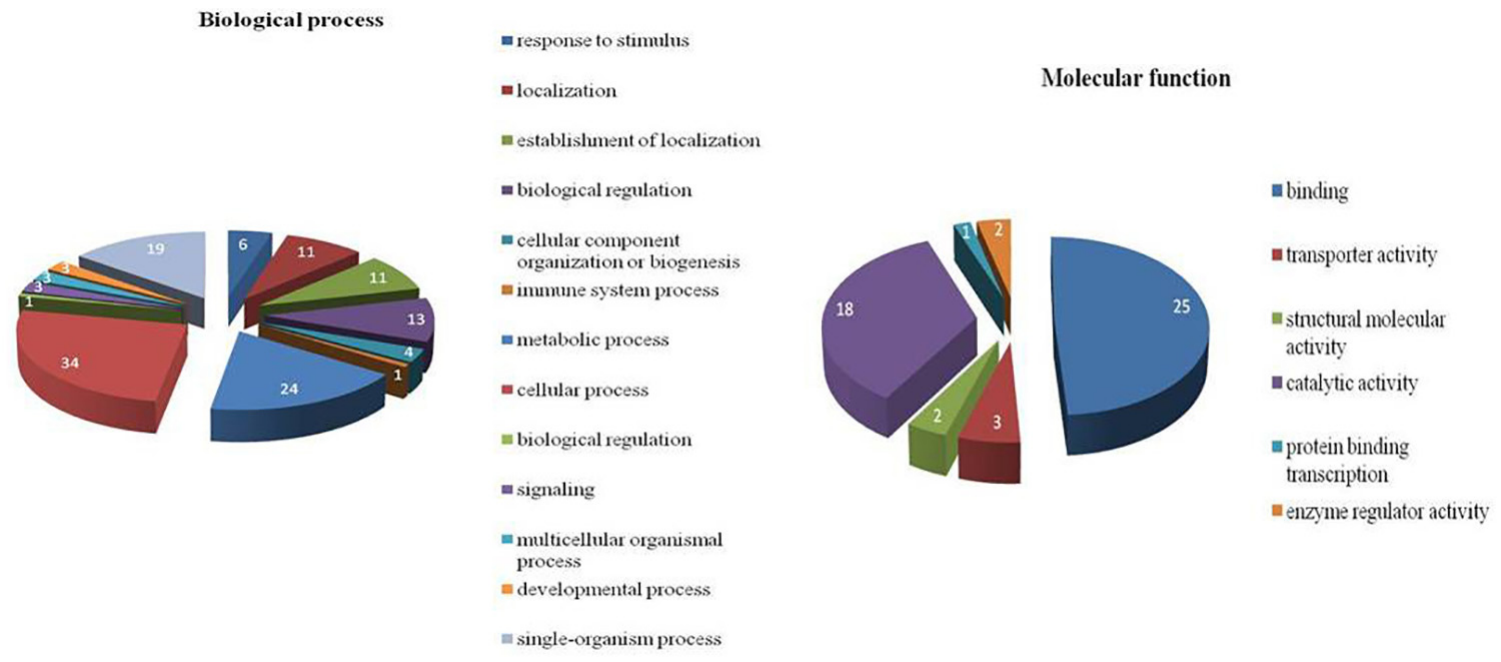
GO categories for biological process enriched across commonly up-regulated 153 genes (relative to control).

To get better insight into biological function, we further analyzed the differentially expressed genes based on prior knowledge of biological pathways. Several pathways over represented across all time points were; Electron transport chain, Cytochrome P450 pathway, Apoptosis, IL2 signaling, MAPK, FAS and stress induction of HSP regulation, Delta Notch signaling pathway, Apoptosis modulation by HSP70, EGFR1 signaling, Cytokines and Inflammatory response, Nuclear receptors, Oxidative stress, TNF-alpha/ NF-kB signaling pathway and GPCRs pathway. Representative picture of one of the major signaling pathways; Cytokines & Inflammatory response pathways facilitating cell survival and cell death program is shown in Fig 13.

**Fig 13:**
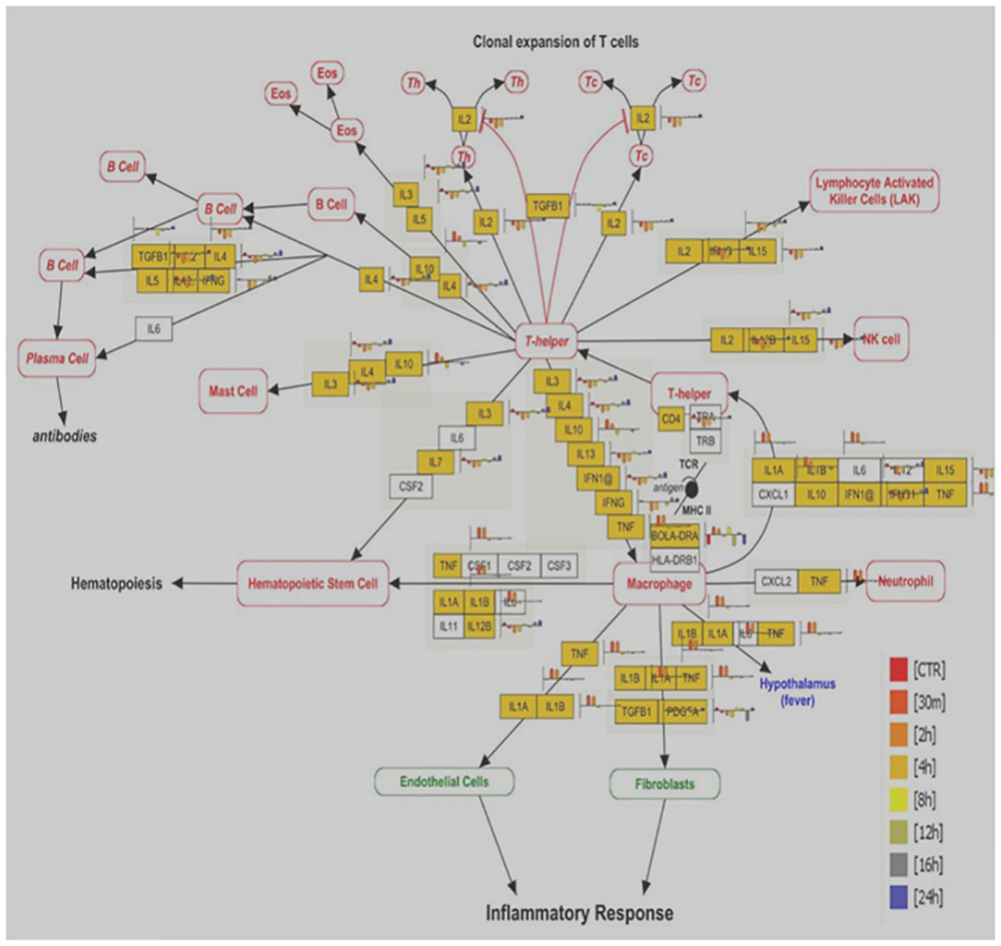
Cytokines & Inflammatory response pathway; shows the significant affected genes (yellow color) across all time points post heat stress.

## Conclusion

The present work thus presented a suitable strategy to characterize the cellular and transcriptomic adaptation of buffalo mammary epithelial cells to heat stress *in-vitro*. Use of heterologous bovine Agilent microarray expression chip in the present study proved successful in dissecting the transcriptome of heat stressed and unstressed buffalo MECs. The study thus has identified several heat responsive genes from different functional classes and biological pathways related to chaperons, immune function, cell proliferation and metabolism etc. known to be affected in by heat stress. The present data provided the strong clue about the coordinated transcriptional response of buffalo mammary epithelial cells to heat stress. The responsiveness of buffalo MECs to heat stress in the present study clearly suggested its suitability as a model to understand the modulation of buffalo mammary gland expression signature in response to environmental heat load. In future, such studies could be extended in evaluating the impact of hyperthermia and other physiological stressors in tissue/cell damage and related gene regulation studies to understand buffalo mammary functions.

## Supporting Information

S1 Fig Expression profile of HSP genes (A) *HSP27*, (B) *HSP40*, (C) *HSP60*, (D) *HSP70* and (E) *HSP90* in buffalo MECs in response to heat stress. (TIF) Click here for additional data file.

S2 Fig mRNA abundance of anti-apoptotic (Bcl2) and pro-apoptotic genes (Bax) in heat stressed buffalo MECs. (TIF) Click here for additional data file.

S3 Fig Virtual gel image of buffalo MEC extracted RNA on bio analyzer (Experion). L: RNA Ladder; CTR: Control; HS: Heat stress
(TIF) Click here for additional data file.

S4 Fig Electropherogram profiles of MEC RNA samples indicating 18S and 28S rRNA peaks. (TIF) Click here for additional data file.

S5 Fig Box whisker plot showing differentially expressed genes (DEGs) after 20-100^th^ percentile normalization showing same median at all time points. (TIF) Click here for additional data file.

S6 Fig Line plot of differentially expressed genes at fold change criteria of ≥3-or ≤3>. (TIF) Click here for additional data file.

S7 Fig Hierarchical clustering across 8 time points with DEGs. The unstressed (CTR) clusters with later stages of heat stress (8 h to 24 h).
(TIF) Click here for additional data file.

S1 Table Candidate target and reference genes evaluated in this study with primer sequences and annealing temperature (Ta). (DOCX) Click here for additional data file.

S2 Table EASE scores for affected GO terms in early and late time points post heat stress. (DOCX) Click here for additional data file.

# Supplementary material for: Impact of Heat Stress on Cellular and Transcriptional Adaptation of Mammary Epithelial Cells in Riverine Buffalo (Bubalus Bubalis)
**Source:** PLoS One. 2016 Sep 28;11(9):e0157237. doi: 10.1371/journal.pone.0157237
**Supplement:** S1 Table

**Table 1: List of top 50 genes up-regulated in heat stressed buffalo MECs (Fold change >= 3.0)**

# Supplementary material for: Impact of Heat Stress on Cellular and Transcriptional Adaptation of Mammary Epithelial Cells in Riverine Buffalo (Bubalus Bubalis)
**Source:** PLoS One. 2016 Sep 28;11(9):e0157237. doi: 10.1371/journal.pone.0157237
**Supplement:** S2 Table

**Table 2: List of top 50 genes down-regulated in heat stressed buffalo MECs (Fold change >= 3.0)**

How the deposited data were processed for this re-analysis (not part of the article)

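Gene expression was measured in buffalo MECs on bovine 4x44K oligonucleotide arrays with 1 colour (Cy3), in unstressed cells (CTR) and at 7 time points after heat stress, with 1 array per condition and 43803 spots per array. The authors scanned the slides with a GenePix-4000B and made the deposited intensity of each spot with Feature Extraction 9.5.3.1. According to the file headers, spatial and multiplicative trends were removed from these intensities and no scaling between arrays was applied. The authors also deposited log2 values from GeneSpring GX, shifted to the 75th percentile of each array and centred on the median of each probe over the 8 arrays. The mean pixel and local background intensities of each spot, which the authors deposited with the processed ones without correction, were used for 1 alternative.

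The 43653 probes outside the control spots carried 24839 gene names. Processed intensities were taken to log2, the 75th percentile over these probes was subtracted on each array, spots of 1 probe were averaged, and spots with an outlier mark were left out. The signal at the 75th percentile ranged from 48.6 at 30 min to 423 at 12 h. Outlier marks numbered 1462 at 30 min, and between 4 and 72 on the other arrays. The change from CTR had an error, from the spots of 1 bright probe, between 0.34 (12 h) and 0.55 (16 h) on the log2 scale, 30 min aside. The 30 min scanner intensities had an SD between spots of 1.77, and the counts use these intensities. The deposited log2 values have no spots, so for genes at 30 min the SD of CTR stood in for both arrays, with an error of 0.35. Where a probe was dim on an array, its value was bounded as described beside the results.

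The 30 min scanner intensities departed from the log2 values that the authors deposited for that array. The median difference in the change from CTR was -2.33 at 30 min, and between -0.036 and -0.002 at the other time points. Pearson's r between both, across bright probes, was 0.99 in array rows 1 to 199 and 0.04 in rows 340 to 399. For genes and lists the deposited log2 values were therefore used at 30 min, and a probe counted as detected there when it reached the highest detection limit of the other 7 arrays. Both choices were made after the data were seen.

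Changes of 3-fold from CTR were counted at each time point, at all 7, at the early (30 min, 2 h, 4 h) and at the late (8 h, 12 h, 16 h, 24 h) time points. No test was made, since no condition had a second array. The overlap at all 7 time points was set beside simulated unchanged arrays and beside overlaps with every other array in the place of CTR. Lists were summarised by their median change and its percentile among 10000 random lists of the same size, each member drawn from the 200 probes or genes nearest in mean level. Besides the lists of Table 3, the lists held classical heat shock genes, endoplasmic reticulum (ER) chaperones, immediate early genes, NF-kB targets, leukocyte, MHC class II, fibroblast, epithelial, milk protein and endothelial genes, housekeeping genes, the qPCR reference and target genes of the study, and the genes stained in its cultures. Arrays were clustered by average linkage on 1 minus Pearson's r.

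Genes were named by a rule: every gene the results text names for the arrays, the genes of Table 3, the genes of the lists, and the 5 largest rises and 5 largest falls by median change among probes well above background on all 8 arrays and changed 3-fold the same way at all 7 time points. Probe identifiers of the paper's tables were used where given. The filter, the counts, the lists, the named-gene rule and most alternatives were set before the data were examined. The alternatives were other filters on dim probes, normexp background correction with an offset of 50, quantile normalization, the median in place of the 75th percentile, the 75th percentile over bright probes, a common floor, a log2 change of 3, distinct gene names and the deposited log2 values. For the filter and the counts they were also the 20th percentile on all 8 arrays, no filter, the percentile over all spots, signals under 1 set to 1, sums over time points and cutoffs as log2 values. For the clustering they were all probes, bright probes, Euclidean distance, complete linkage, Spearman's rho, quantile and normexp values, and probes centred within slide. Added after the data were seen were dark patches left out, the 30 min array left out, outlier-marked spots kept, strictly above the 20th percentile, deposited log2 values with distinct gene names, the 30 min scanner intensities for genes, and clustering with probes centred or on deposited log2 values. A count was taken as moved beyond 1.5 times and r beyond 0.1.

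Dark patches were found from the difference of each bright probe from its median over the other arrays. A position counted as dark when the median over bright probes within 10 spots was -1 (log2) or lower, with at least 5 such probes. This rule was set after the patch on the CTR array was seen. On simulated arrays with 43645 probes and a noise SD of 0.25 (log2), 100% of 200 probes changed by 3 (log2) were recovered at all 7 time points and 0 unchanged probes were called. As this change lies far past the cutoff, it checks the code and not the power. The patch rule found 94.5% of a simulated patch 3 (log2) deep and called 0.25% of other positions dark.

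Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. Gene ontology enrichment, pathways, qPCR, viability and flow cytometry were not analysed here.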

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

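The tests for milk RNA, for spill between arrays and for the slide, and the bounds without probes of the dark region, were chosen after the result was seen. The other tests in this part were set before their results were seen.

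A signal appeared in leukocyte genes, which the paper does not discuss as such. With dim values at their bounds, the median log2 change of the leukocyte list was 2.06 at 30 min, 1.97 at 2 h and 0.41 at 16 h (0.10 without probes of the dark region), and that of the MHC class II list 1.49 at 16 h. Of the 23 leukocyte genes, 20 had a probe well above background at 2 h, 15 at 16 h and 6 in CTR. At 16 h 21 were higher, without bounds by a median of 0.90. CD74 is also in the MHC class II list. TYROBP (A_73_P030636) was at least 72.8-fold and LAPTM5 (A_73_101891) at least 158-fold higher at 2 h, both not well above background in CTR. Of the 13 epithelial genes 5 were higher at 2 h, with a median of -0.50 (-1.05 with bounds and without probes of the dark region), which turned to 0.20 with the median in place of the 75th percentile and 0.10 with normexp background correction. Under the other scalings and backgrounds the leukocyte median at 2 h stayed above 0, lowest with a common floor at 1.54. These values are consistent with leukocytes in the cultures harvested at 30 min and 2 h. Spill between arrays of 1 slide cannot be told apart from the time points. In their ratio of 4 h to 2 h, the leukocyte and NF-kB target genes stood apart by 1.39 (log2), beyond the spread of 0.41. The ratio of single probes ranged over 8.83. Only 13 of 23 leukocyte and 11 of 18 NF-kB target genes were well above background at 4 h. The other ratios rest on dim values, so the test does not decide. A slide batch is argued against as the whole reason for the rise at 30 min and 2 h, since on the same slide 2 genes were 3-fold higher at 4 h and 4 at 16 h, against 16 at 30 min and 15 at 2 h. A response of the MECs to heat, and a difference of single arrays, stay open and were not tested.

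Milk protein genes, outside the genes the paper discusses, rose as well. With dim values at their bounds their median log2 change was 2.17 at 30 min, 1.78 at 2 h, 6.20 at 4 h and 6.72 at 16 h. Without bounds the median at 4 h was 7.45, with all 8 genes 3-fold higher, and -0.13 at 8 h. CSN1S1 (A_73_P468825), not well above background in CTR, was at least 321-fold higher at 4 h and at least 734-fold at 16 h. The medians at 2 h, 4 h and 16 h stayed above 0 under the other scalings and backgrounds, with 5.21 at 4 h for a common floor. RNA of mammary tissue or milk cells in these samples is a candidate explanation. MECs express milk proteins too, so a response to heat at 4 h and 16 h, absent at 8 h and 12 h, stays open as untested, as do the slide and spill between its arrays.

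The ER chaperones moved opposite ways between time points, with dim values at their bounds: the median log2 change was 0.50 at 4 h and -0.46 at 24 h. Without probes of the dark region these were 0.46 and -0.60. Both kept their sign under each other scaling, and moved to 1.59 and -0.91 with the median in place of the 75th percentile. Single genes also moved opposite ways. GPX4 changed by 1.20 at 30 min and -0.42 at 12 h, HSPH1 by 2.88 at 8 h and -1.19 at 16 h, BCL2L11 by 2.38 at 30 min and -0.55 at 16 h, HSPA5 by 1.34 at 8 h and -1.48 at 24 h, DNAJB1 by 1.51 at 8 h and -1.22 at 16 h, and MCL1 by 0.52 at 2 h and -0.56 at 8 h. With 1 array per time point the difference was not tested, for the list or the genes. BCL2L11 and DNAJB1 were not well above background at 16 h.

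For the heat shock genes, higher at 8 h than at 2 h and 4 h, a mislabelled 8 h sample cannot be told apart from the time point on these arrays. By qPCR, for partly other heat shock genes, the paper reports that most peaked at 2 h to 4 h. Those qPCR values were not analysed here. The immediate early genes, which peak soon after a stimulus, had a median change of 1.06 at 30 min and 1.30 at 2 h. At 8 h it was 0.02 with 11 of 20 genes higher, much as at 4 h with -0.015 and at 12 h with -0.12. The median was 0.57 at 16 h with 16 of 20 genes higher, and 0.45 at 24 h with 17 higher. With dim values at their bounds the medians were 0.31 at 16 h and 0.17 at 24 h, against 1.16 at 30 min and 1.18 at 2 h. At 16 h and at 24 h 1 of the 20 genes was 3-fold higher. With the median in place of the 75th percentile the medians were 0.45 at 16 h and 0.01 at 24 h. Whether the list was raised at 16 h and 24 h stays open. For the heat shock list of Table 3, 8 h stayed above 2 h and 4 h under each scaling and background. For the classical heat shock genes it did not, with 1.28 at 4 h and 0.87 at 8 h for the median in place of the 75th percentile. The scaling shifts all values of an array alike, and the shift of the median of all probes is given beside the line plot. A difference between time points in the response to heat stays open and was not tested.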

How the results depend on the processing

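The settings with dark patches left out, the 30 min array left out, outlier-marked spots kept, strictly above the 20th percentile, deposited log2 values with distinct gene names, the 30 min scanner intensities for genes, and the clustering with probes centred over all arrays, without 30 min or on deposited log2 values, were chosen after the data were seen.

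Of the values under other settings, 529 of 1611 moved and 8 reversed among Table 3 probes, 8 of 28 moved and 6 reversed among clustering, 204 of 384 moved and 0 reversed among counts and 60 of 287 moved and 1 reversed among list medians. A single probe value was counted as reversed only where it was past 3-fold. Of any size, 132 of 1611 single probe values changed sign, 55 of them with normexp background correction, 32 with distinct gene names and 13 with the 30 min scanner intensities, among these HSPH1 to -2.71. Of the list medians, 18 changed sign. Other values stayed within the error of the spots, within 1.5 times for counts, or within 0.1 for r. Signals under 1 set to 1, no filter, the 20th percentile on all 8 arrays and the percentile over all spots moved nothing. No signal was under 1, and the 20th percentile equalled the shared dim value. For lists and single genes the scaling alternatives were not run at 30 min, where the deposited log2 values stand. At 2 h to 24 h the deposited log2 values were within the error for the lists of Table 3, and were not run for the other lists. Signal over background limits most values, since probes at the shared dim value made up 42.8% to 64.3% of an array. Except where the construction of the setting gives it, the cause was not tested.

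With only probes well above background on both arrays (on all 8 for overlaps), probes higher numbered 4148 at 30 min, 398 at 2 h, 332 at 4 h, 210 at 8 h, 162 at 12 h, 422 at 16 h and 151 at 24 h; probes lower numbered 50 at 30 min, 976 at 2 h, 579 at 4 h, 14 at 8 h, 52 at 12 h, 338 at 16 h and 39 at 24 h; probes higher throughout numbered 44 at all 7, 76 for the early and 44 for the late. With only probes well above background on both arrays (on all 8 for overlaps), probes lower throughout numbered 0 at all 7, 3 for the early and 0 for the late. With only probes well above background on at least 1 of the 8 arrays, probes lower numbered 2310 at 2 h, 1454 at 4 h and 340 at 12 h; probes kept by the filter numbered 20001. With normexp background correction, probes higher numbered 524 at 12 h and 1211 at 16 h; probes lower numbered 2713 at 30 min, 705 at 2 h, 3 at 8 h, 391 at 12 h, 433 at 16 h and 878 at 24 h; probes higher throughout numbered 90 at all 7, 248 for the early and 268 for the late. With normexp background correction, probes lower throughout numbered 0 at all 7, 47 for the early and 0 for the late; the heat shock median was 0.52 at 4 h and 1.39 at 8 h; the apoptotic median was 1.46 at 2 h. With normexp background correction, the immune median was 1.77 at 2 h, -0.47 at 4 h, 0.66 at 8 h and -0.34 at 12 h; the oxidative stress median was 0.093 at 4 h and 0.49 at 8 h; the change reversed to -0.094 for GPX7 at 2 h.

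With quantile normalization, probes lower numbered 6952 at 30 min, 1965 at 2 h, 1370 at 4 h, 391 at 12 h and 1070 at 24 h; probes lower throughout numbered 37 at all 7, 602 for the early and 101 for the late; the immune median was 0 at 4 h, 0 at 12 h and 0 at 24 h. With quantile normalization, the oxidative stress median was 0.41 at 12 h, 0.97 at 16 h and 0 at 24 h; the mean r of 16 h with the early arrays minus that with the others was -0.26. With the median in place of the 75th percentile, probes higher numbered 4253 at 30 min, 4147 at 2 h and 5534 at 4 h; probes lower numbered 6824 at 30 min, 1921 at 2 h, 777 at 4 h, 299 at 8 h, 453 at 12 h and 1157 at 24 h; probes higher throughout numbered 822 for the early. With the median in place of the 75th percentile, probes lower throughout numbered 22 at all 7 and 61 for the late; the heat shock median was 2.05 at 2 h, 1.01 at 4 h and -0.45 at 24 h; the apoptotic median was 2.62 at 2 h, 0.94 at 4 h and -0.25 at 24 h. With the median in place of the 75th percentile, the immune median was 3.66 at 2 h, -0.44 at 4 h and 0 at 24 h; the oxidative stress median was 2.36 at 2 h, 1.77 at 4 h and 0 at 24 h. With the 75th percentile over bright probes, probes higher numbered 1204 at 30 min; probes lower numbered 11282 at 30 min and 420 at 12 h; probes lower throughout numbered 8 at all 7, 2107 for the early and 13 for the late.

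With a common floor, probes higher numbered 6148 at 30 min, 1035 at 2 h, 656 at 4 h, 384 at 8 h, 327 at 12 h, 935 at 16 h and 323 at 24 h; probes lower numbered 616 at 2 h, 370 at 4 h, 14 at 8 h, 29 at 12 h, 565 at 16 h and 93 at 24 h; probes higher throughout numbered 60 at all 7, 126 for the early and 225 for the late. With a common floor, probes lower throughout numbered 2 at all 7, 122 for the early and 2 for the late; the heat shock median was 0.063 at 2 h, 1.51 at 8 h and 0.27 at 12 h; the apoptotic median was 0.67 at 2 h. With a common floor, the immune median was 0.82 at 2 h, 0 at 4 h, 0 at 12 h and 0 at 24 h; the oxidative stress median was 0.29 at 2 h, 0 at 4 h, 0 at 8 h and 0 at 24 h. With a log2 change of 3, probes higher numbered 3959 at 30 min, 941 at 2 h, 506 at 4 h, 263 at 8 h, 241 at 12 h, 815 at 16 h and 264 at 24 h; probes lower numbered 2638 at 30 min, 610 at 2 h, 426 at 4 h, 8 at 8 h, 8 at 12 h, 303 at 16 h and 25 at 24 h; probes higher throughout numbered 38 at all 7, 81 for the early and 160 for the late. With a log2 change of 3, probes lower throughout numbered 0 at all 7, 12 for the early and 1 for the late; probes from the median of the arrays numbered 6215 at 30 min, 760 at 2 h, 222 at 4 h, 13 at 8 h, 12 at 12 h, 559 at 16 h and 21 at 24 h; probes above that median numbered 3779 at 30 min, 604 at 2 h, 158 at 4 h, 11 at 8 h, 2 at 12 h, 410 at 16 h and 9 at 24 h. With distinct gene names, probes higher numbered 5709 at 30 min, 958 at 2 h, 542 at 4 h, 338 at 8 h, 313 at 12 h, 985 at 16 h and 326 at 24 h; probes lower numbered 1757 at 30 min, 11969 at 2 h, 2348 at 4 h, 136 at 8 h, 328 at 12 h, 816 at 16 h and 143 at 24 h; probes higher throughout numbered 42 at all 7, 131 for the early and 158 for the late. With distinct gene names, probes lower throughout numbered 1 at all 7, 94 for the early and 8 for the late; the heat shock median was 0.84 at 4 h and 2.05 at 12 h; the immune median was -0.28 at 12 h. With distinct gene names, the oxidative stress median was 0.94 at 30 min, 1.09 at 2 h and 0.001 at 4 h; the change reversed to -0.12 for BOLA at 8 h, -0.17 for BOLA at 12 h and -0.064 for BOLA at 24 h.

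With the deposited log2 values, probes higher numbered 2532 at 30 min; probes higher throughout numbered 418 at all 7 and 878 for the early; probes lower throughout numbered 18 at all 7 and 1825 for the early. With the deposited log2 values, probes from the median of the arrays numbered 2433 at 30 min, 4888 at 2 h, 2826 at 4 h, 417 at 8 h and 559 at 24 h; probes above that median numbered 1553 at 30 min, 270 at 8 h, 133 at 12 h and 328 at 24 h; 3 arrays shared the first branch with CTR. With the deposited log2 values, the mean r of 16 h with the early arrays minus that with the others was 0.34. With a sum over the 7 time points, probes changed at any time point numbered 114957 at 2-fold. With cutoffs as log2 values, probes changed at any time point numbered 17707 at 2-fold, 8529 at 3-fold, 2043 at 5-fold and 31 at 10-fold.

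With deposited log2 values and distinct gene names, probes higher numbered 1066 at 30 min, 955 at 2 h, 542 at 4 h, 341 at 8 h, 313 at 12 h, 977 at 16 h and 349 at 24 h; probes lower numbered 1808 at 30 min, 12045 at 2 h, 2403 at 4 h, 137 at 8 h, 329 at 12 h, 825 at 16 h and 141 at 24 h; probes higher throughout numbered 157 for the late. With deposited log2 values and distinct gene names, probes lower throughout numbered 7 at all 7, 957 for the early and 8 for the late; probes changed at any time point numbered 20529 at 2-fold, 15107 at 3-fold, 2497 at 5-fold and 752 at 10-fold. With dark patches left out, probes higher numbered 962 at 4 h, 321 at 8 h, 233 at 12 h and 267 at 24 h; probes higher throughout numbered 9 at all 7, 206 for the early and 35 for the late. With outlier-marked spots kept, probes lower throughout numbered 7 at all 7.

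With the 30 min array left out, probes higher throughout numbered 431 at all remaining time points and 972 at 2 h and 4 h. Probes lower throughout numbered 17 at all remaining time points and 2778 at 2 h and 4 h, and 3 arrays shared the first branch with CTR. With the 30 min array left out, the mean r of 16 h with the early arrays minus that with the others was 0.10. With only probes well above background on all 8 arrays, probes kept by the filter numbered 3662. With strictly above the 20th percentile on all 8 arrays, probes kept by the filter numbered 7087.

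With probes well above background on all 8 arrays, the mean r of 16 h with the early arrays minus that with the others was 0. With probes centred within slide, 3 arrays shared the first branch with CTR. With 30 min from the deposited log2 values, 3 arrays shared the first branch with CTR; the mean r of 16 h with the early arrays minus that with the others was 0.072.

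With probes centred, the mean r of 16 h with the early arrays minus that with the others was 0.015. With probes centred and no 30 min array, 3 arrays shared the first branch with CTR; the mean r of 16 h with the early arrays minus that with the others was 0.36. With probes centred and 30 min from the deposited log2 values, 3 arrays shared the first branch with CTR; the mean r of 16 h with the early arrays minus that with the others was 0.14.

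With the 30 min scanner intensities, the heat shock median was 3.65 at 30 min; the apoptotic median was 0.72 at 30 min; the immune median was 1.58 at 30 min. With the 30 min scanner intensities, the oxidative stress median was 1.34 at 30 min; the change reversed to -0.93 for BCL2 at 30 min, -0.78 for NFKBIE at 30 min, -0.018 for GSR at 30 min and -1.48 for HMOX1 at 30 min. With only list members well above background on both arrays, the heat shock median was 0.18 at 2 h, 1.51 at 8 h, 0.27 at 12 h, -0.82 at 16 h and -0.75 at 24 h; the immune median was -2.04 at 2 h, -2.57 at 4 h, -0.24 at 12 h and -0.028 at 24 h; the oxidative stress median was 1.26 at 2 h, 1.41 at 16 h and 0.063 at 24 h.

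With another array in the place of CTR, probes at all 7 comparisons numbered 3316 higher for 30 min, 84 higher for 4 h, 3 higher for 8 h, 2 higher for 12 h, 257 higher for 16 h, 24 higher for 24 h, 8033 lower for 30 min, 283 lower for 2 h, 13 lower for 4 h, 0 lower for 12 h, 177 lower for 16 h and 8 lower for 24 h. These overlaps differ by construction, as the shared array differs.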

Differences from the paper's values

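In this part, the tests of gene summaries and filters, the values without dark patches or outside the dark region, the phase means with bounds, the outlier-marked spots kept, the rule strictly above the 20th percentile and the deposited log2 values with distinct gene names were chosen after seeing the values. Gene values here use bounds where a probe was dim, while the alternatives use single values, so the 2 are not like for like. A difference has no cause named. Ways of summarising the probes of a gene were tried after the differences were seen, and the linear mean by gene name came closest to the paper's tables. The listed probe and the paper's value may therefore be unlike measures. For the numbers of Figs 10 and 11 the paper names a comparison with CTR and no further rule, and distance from the median of the 8 arrays is the reading set before the data were examined. The paper counts genes, and its numbers are set beside counts of probes.

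The paper gives 24573, read here as the number of probes kept by the expression filter, and the value here was 43653; of the alternatives set before the data were examined, only probes well above background on at least 1 of the 8 arrays came within the limits and the others did not, and strictly above the 20th percentile on at least 1 array, chosen after seeing the values, did so too. Counted as gene names, chosen after seeing the values, the number was 24839 without a filter, 18667 above the 20th percentile on any array and 19164 with a probe above the value of dim spots on any array, all within the limits.

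The paper gives 19970, read here as the number of probes changed 2-fold at any time point, and the value here was 42534; of the alternatives set before the data were examined, cutoffs as log2 values came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too.

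The paper gives 15286, read here as the number of probes changed 3-fold at any time point, and the value here was 37186; no alternative set before the data were examined came within the limits, and deposited log2 values and distinct gene names, chosen after seeing the values, came within them.

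The paper gives 805, read here as the number of probes 3-fold higher than control at 30 min, and the value here was 10396; of the alternatives set before the data were examined, the 75th percentile over bright probes came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 720, read here as the number of probes 3-fold higher than control at 2 h, and the value here was 2387; of the alternatives set before the data were examined, a common floor, a log2 change of 3 and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 439, read here as the number of probes 3-fold higher than control at 4 h, and the value here was 1533; of the alternatives set before the data were examined, only probes well above background on both arrays (on all 8 for overlaps), a common floor, a log2 change of 3 and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 399, read here as the number of probes 3-fold higher than control at 8 h, and the value here was 960; of the alternatives set before the data were examined, a common floor and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names and dark patches left out, chosen after seeing the values, did so too. The paper gives 377, read here as the number of probes 3-fold higher than control at 12 h, and the value here was 903; of the alternatives set before the data were examined, normexp background correction, a common floor and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 759, read here as the number of probes 3-fold higher than control at 16 h, and the value here was 2337; of the alternatives set before the data were examined, a common floor, a log2 change of 3 and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 385, read here as the number of probes 3-fold higher than control at 24 h, and the value here was 883; of the alternatives set before the data were examined, a common floor, a log2 change of 3 and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names and dark patches left out, chosen after seeing the values, did so too.

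The paper gives 1936, read here as the number of probes 3-fold lower than control at 30 min, and the value here was 4431; of the alternatives set before the data were examined, normexp background correction, a log2 change of 3 and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 2417, read here as the number of probes 3-fold lower than control at 2 h, and the value here was 21487; of the alternatives set before the data were examined, only probes well above background on at least 1 of the 8 arrays, quantile normalization and the median in place of the 75th percentile came within the limits and the others did not. The paper gives 2206, read here as the number of probes 3-fold lower than control at 4 h, and the value here was 3711; of the alternatives set before the data were examined, normexp background correction and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 165, read here as the number of probes 3-fold lower than control at 8 h, and the value here was 486; of the alternatives set before the data were examined, distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 320, read here as the number of probes 3-fold lower than control at 12 h, and the value here was 797; of the alternatives set before the data were examined, only probes well above background on at least 1 of the 8 arrays, normexp background correction, quantile normalization, the median in place of the 75th percentile, the 75th percentile over bright probes and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 1010, read here as the number of probes 3-fold lower than control at 16 h, and the value here was 2041; of the alternatives set before the data were examined, distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too. The paper gives 156, read here as the number of probes 3-fold lower than control at 24 h, and the value here was 479; of the alternatives set before the data were examined, distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too.

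The paper gives 8, read here as the number of probes 3-fold lower at all 7 time points, and the value here was 4; of the alternatives set before the data were examined, the 75th percentile over bright probes came within the limits and the others did not, and deposited log2 values and distinct gene names and outlier-marked spots kept, chosen after seeing the values, did so too.

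The paper gives 151, read here as the number of probes 3-fold higher at all early time points, and the value here was 395; of the alternatives set before the data were examined, a common floor and distinct gene names came within the limits and the others did not, and dark patches left out, chosen after seeing the values, did so too.

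The paper gives 628, read here as the number of probes 3-fold lower at all early time points, and the value here was 204; of the alternatives set before the data were examined, quantile normalization came within the limits and the others did not.

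The paper gives 135, read here as the number of probes 3-fold higher at all late time points, and the value here was 487; of the alternatives set before the data were examined, a log2 change of 3 and distinct gene names came within the limits and the others did not, and deposited log2 values and distinct gene names, chosen after seeing the values, did so too.

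The paper gives 5, read here as the number of probes 3-fold lower at all late time points, and the value here was 20; no alternative set before the data were examined came within the limits.

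The paper gives 894, read here as the number of probes 3-fold from the median of the 8 arrays and not so in control at 30 min, and the value here was 14738; no alternative set before the data were examined came within the limits. The paper gives 2267, read here as the number of probes 3-fold from the median of the 8 arrays and not so in control at 2 h, and the value here was 21148; no alternative set before the data were examined came within the limits. The paper gives 835, read here as the number of probes 3-fold from the median of the 8 arrays and not so in control at 4 h, and the value here was 4723; no alternative set before the data were examined came within the limits. The paper gives 138, read here as the number of probes 3-fold from the median of the 8 arrays and not so in control at 8 h, and the value here was 275; no alternative set before the data were examined came within the limits. The paper gives 80, read here as the number of probes 3-fold from the median of the 8 arrays and not so in control at 12 h, and the value here was 352; no alternative set before the data were examined came within the limits. The paper gives 732, read here as the number of probes 3-fold from the median of the 8 arrays and not so in control at 16 h, and the value here was 2194; of the alternatives set before the data were examined, a log2 change of 3 came within the limits and the others did not.

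The paper gives 472, read here as the number of probes 3-fold above the median of the 8 arrays and not so in control at 30 min, and the value here was 10918; no alternative set before the data were examined came within the limits. The paper gives 416, read here as the number of probes 3-fold above the median of the 8 arrays and not so in control at 2 h, and the value here was 1451; of the alternatives set before the data were examined, a log2 change of 3 came within the limits and the others did not. The paper gives 118, read here as the number of probes 3-fold above the median of the 8 arrays and not so in control at 4 h, and the value here was 505; of the alternatives set before the data were examined, a log2 change of 3 came within the limits and the others did not. The paper gives 471, read here as the number of probes 3-fold above the median of the 8 arrays and not so in control at 16 h, and the value here was 1322; of the alternatives set before the data were examined, a log2 change of 3 came within the limits and the others did not. The paper gives 172, read here as the number of probes 3-fold above the median of the 8 arrays and not so in control at 24 h, and the value here was 105; no alternative set before the data were examined came within the limits.

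The paper gives 4.8 as the log2 change of HSPA1A at 8 h, and the value here was 5.97 (a bound); of the alternatives set before the data were examined, normexp background correction and a common floor came within the limits and the others did not. The paper gives 1.6 as the log2 change of DNAJB1 at 30 min, and the value here was 0.69; no alternative set before the data were examined came within the limits. The paper gives 0.47 as the log2 change of DNAJB1 at 4 h, and the value here was -0.080; of the alternatives set before the data were examined, distinct gene names and normexp background correction came within the limits and the others did not. The paper gives 0.25 as the log2 change of DNAJB1 at 16 h, and the value here was -1.22 (a bound); no alternative set before the data were examined came within the limits. The paper gives 1.39 as the log2 change of HSPA5 at 30 min, and the value here was 0.56; of the alternatives set before the data were examined, distinct gene names came within the limits and the others did not. The paper gives 0.84 as the log2 change of HSPA5 at 2 h, and the value here was 0.063; of the alternatives set before the data were examined, distinct gene names, normexp background correction and the median in place of the 75th percentile came within the limits and the others did not. The paper gives 1.15 as the log2 change of HSPA5 at 4 h, and the value here was -0.11; of the alternatives set before the data were examined, distinct gene names and the median in place of the 75th percentile came within the limits and the others did not. The paper gives 1.75 as the log2 change of HSPA5 at 8 h, and the value here was 1.34; of the alternatives set before the data were examined, distinct gene names and the median in place of the 75th percentile came within the limits and the others did not. The paper gives -0.15 as the log2 change of NFKB1 at 12 h, and the value here was 0.071 (a bound); of the alternatives set before the data were examined, distinct gene names and a common floor came within the limits and the others did not. The paper gives 1.33 as the log2 change of MCL1 at 30 min, and the value here was 0.16; no alternative set before the data were examined came within the limits. The paper gives 1.47 as the log2 change of MCL1 at 2 h, and the value here was 0.52; of the alternatives set before the data were examined, the median in place of the 75th percentile came within the limits and the others did not. The paper gives -0.67 as the log2 change of MCL1 at 4 h, and the value here was -0.035; of the alternatives set before the data were examined, distinct gene names came within the limits and the others did not. The paper gives -0.27 as the log2 change of MCL1 at 16 h, and the value here was 0.27; of the alternatives set before the data were examined, distinct gene names came within the limits and the others did not. The paper gives -0.73 as the log2 change of MCL1 at 24 h, and the value here was 0.17; of the alternatives set before the data were examined, distinct gene names came within the limits and the others did not. The paper gives 4.19 as the log2 change of GSR at 30 min, and the value here was 4.82 (a bound); no alternative set before the data were examined came within the limits. The paper gives 0.03 as the log2 change of GPX4 at 16 h, and the value here was -0.094; of the alternatives set before the data were examined, distinct gene names and the 75th percentile over bright probes came within the limits and the others did not. The GSR probe lies at the edge of the dark region, where bright probes read -0.98 against the other arrays, so its bound is not safe.

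After these differences were seen, 7 ways of summarising the probes of a gene were set against the paper's tables, so their closeness is not an independent check and none was used for the values beside the results. Of the 959 values of Tables 1 to 3, the number within 0.1 of the paper's was 540 for the listed probe, scaled signals, 542 for the listed probe, value table, 536 for the log2 mean by gene name, value table, 572 for the log2 mean by systematic name, value table, 546 for the linear mean by gene name, value table, 630 for the mean of ratios by gene name, value table and 908 for the linear mean by gene name, scaled signals. Of 179 values compared for Table 3, those that differed numbered 48 for the listed probe, scaled signals, 48 for the listed probe, value table, 47 for the log2 mean by gene name, value table, 38 for the log2 mean by systematic name, value table, 39 for the linear mean by gene name, value table, 23 for the mean of ratios by gene name, value table and 9 for the linear mean by gene name, scaled signals, and of the 16 gene differences above, the closest of them, chosen after seeing the values, brought 16 within the error.

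With the linear mean by gene name of the scaled signals, chosen after seeing the values, the genes 3-fold higher and lower were 1324 and 1954 at 30 min, 1219 and 11818 at 2 h, 694 and 2311 at 4 h, 398 and 150 at 8 h, 350 and 365 at 12 h, 1219 and 874 at 16 h and 347 and 157 at 24 h. At all 7 time points 154 were higher and 7 lower, and 20120, 15277, 2861 and 931 genes changed 2, 3, 5 and 10-fold at any time point. Of the 154 higher genes, 147 had a probe in the dark region of the CTR array, and 7 remained without the probes of that region. For the comparison with the median of the arrays, the genes from it were 1250 at 30 min, 2545 at 2 h, 1513 at 4 h, 173 at 8 h, 165 at 12 h, 958 at 16 h and 194 at 24 h, and those above it were 852 at 30 min, 738 at 2 h, 224 at 4 h, 121 at 8 h, 51 at 12 h, 779 at 16 h and 122 at 24 h. Filters tried on these genes, also after seeing the values, kept 24839 genes (154 higher and 7 lower at all 7, 370 and 1016 at the early, 188 and 7 at the late time points, 15277 changed at any) with no filter, 18667 genes (154 higher and 7 lower at all 7, 370 and 1016 at the early, 188 and 7 at the late time points, 9105 changed at any) with gene above the 20th percentile on any array, 9126 genes (110 higher and 1 lower at all 7, 225 and 256 at the early, 135 and 1 at the late time points, 2301 changed at any) with gene above the 20th percentile on all arrays, 12530 genes (154 higher and 6 lower at all 7, 370 and 512 at the early, 188 and 6 at the late time points, 4608 changed at any) with gene well above background on any array, 3562 genes (27 higher and 0 lower at all 7, 58 and 66 at the early, 28 and 0 at the late time points, 579 changed at any) with gene well above background on all arrays and 19164 genes (154 higher and 7 lower at all 7, 370 and 1016 at the early, 188 and 7 at the late time points, 9603 changed at any) with a probe above the value of dim spots on any array.

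For directions, 7 of the 109 values of Table 3 with a value or bound here, outside the dark region of the CTR array, had the opposite sign, as had 12 of 53 in Table 1 outside the dark region and 1 of 266 in Table 2. The tables hold 259, 350 and 350 values, and NFKB1, listed under 2 headings of Table 3, was counted 1 time. These signs are those of the listed probe, while the paper's values lay closest to the linear mean by gene name. The heat shock genes of Table 3 are described as more expressed in the early phase, which holds here for 5 of 7 probes by phase means, with or without bounds, though only 2 of the probes were well above background on every array, while 6 were highest at 8 h. DNAJB2 is among the heat shock genes the paper calls raised, and its listed probe was not well above background on any array. HMOX1 is described as raised in the early phase in particular, and its largest change here was 2.91 at 16 h. TXNRD1 is described as raised in the early phase, and its probe was not well above background in CTR and gave no bound at any time point. The paper puts 30 min, 2 h and 4 h apart from the late time points with CTR, while here the 30 min array alone stood apart, and with 30 min from the deposited log2 values or without the 30 min array, chosen after seeing the values, CTR was grouped with 8 h, 12 h and 24 h, and 16 h with the early time points. The deposited log2 values, and centred probes with either handling of 30 min, all chosen after seeing the values, grouped CTR the same way.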

Other observations

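The tests for the dim probes were chosen, or split by time point, after the result was seen, as were the bounds without probes of the dark region. Other tests in this part were set before their results were seen. The grid and the dark patch were tested after the pattern itself was seen.

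Probes higher at all 7 time points lay close together on the CTR array, with 94.55% of them in the dark region. The 118 other probes of the same genes, taken outside the region with common probes left out, had a median change of -0.24. These values are consistent with a defect on the CTR array. The test with another array as the shared control gave a median of 84 probes, with the range from 2 to 3316, and does not decide whether CTR alone is at issue. In the deposited log2 values CTR gave 418 and the others 1 to 257. The 16 h array had a smaller dark patch of 364 positions and the 24 h array 1 of 11, and none was found at 2 h, 4 h, 8 h or 12 h. The 30 min array was not searched. No biological explanation of the position was tested.

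More probes were lower than CTR at 30 min, 2 h, 4 h and 16 h than at 8 h, 12 h and 24 h, in the main counts. This order broke under the median in place of the 75th percentile, with 1157 at 24 h against 777 at 4 h; under normexp background correction, with 878 at 24 h against 705 at 2 h and 433 at 16 h; under only probes well above background on both arrays (on all 8 for overlaps), with 52 at 12 h against 50 at 30 min. The 4 arrays with many lower probes lie together on the slide without CTR, so a slide batch may be the reason and cannot be told apart from the time points. At 2 h, 4 h and 16 h dim probes alone are argued against as the whole reason. Among probes well above background on all 8 arrays at least 165 were lower, against at most 11 at 8 h, 12 h and 24 h. That set rests in part on the 30 min scanner flags. Among the 8475 probes well above background on the 7 arrays without 30 min, at least 309 were lower, against at most 37. At 30 min the test does not decide. Of the 8475 probes 663 were lower there in the deposited log2 values and 3936 in the scanner intensities. These probes had to be well above background at 8 h, 12 h and 24 h but not at 30 min. Falls into the background were thus let in at 30 min alone. The scanner intensities also lost the order of the probes in the lower part of that array. For the lower probes at 2 h, dim probes account for most, as 93.95% were not well above background on either array.

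The 30 min scanner intensities in the lower rows correlated with the deposited log2 values at r = 0.03 unshifted, and at 0.204 when shifted by 1 row and 1 column, the best of the shifts tried. A grid off the spots may be the reason. The r is across probes, which are not independent.

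For the lists not given elsewhere, the median log2 change with dim values at their bounds was farthest from 0 at 8 h for the classical heat shock genes (0.70, and 0.70 without bounds), at 30 min for the NF-kB targets (2.91, and 3.49 without bounds), at 30 min for the MHC class II genes (2.10, and 3.04 without bounds), at 16 h for the fibroblast genes (0.48, and 1.70 without bounds), at 30 min for the epithelial genes (-0.59, and -1.04 without bounds), at 16 h for the endothelial genes (0.12, and 0.57 without bounds), at 4 h for the housekeeping genes (-0.44, and -0.67 without bounds), at 4 h for the qPCR reference genes (-0.78, and -0.75 without bounds), at 2 h for the qPCR target genes (0.50, and 0.55 without bounds) and at 4 h for the genes stained in the cultures (-0.66, and -1.17 without bounds). Without bounds the fibroblast genes had -1.75 and the endothelial genes -1.39 at 2 h, both 0 with bounds or, for the unbounded medians, with a common floor, and the endothelial median there was 0.14 with quantile normalization. For the unbounded medians at the time points given first, the signs held under each other scaling and background run, except for the housekeeping genes at 4 h, with 0.42 for the median in place of the 75th percentile; the qPCR reference genes at 4 h, with 0.34 for the median in place of the 75th percentile. At 30 min other scalings were not run. With the median in place of the 75th percentile the classical heat shock genes were higher at 4 h than at 8 h. Bounds of probes in the dark region are included, and without these probes the epithelial median at 30 min was -1.04. Of the NF-kB targets, CXCL2, NFKB1, IL1A, IL1B, TNF and IL6 are also in Table 3.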
